# Neurogenesis redirects β-catenin from adherens junctions to the nucleus to promote axonal growth

**DOI:** 10.1242/dev.201651

**Published:** 2023-08-24

**Authors:** Antonio Herrera, Anghara Menendez, Andrea Ochoa, Lídia Bardia, Julien Colombelli, Sebastian Pons

**Keywords:** Spinal cord, Neuroepithelium, Commissural neurons, Neural differentiation, Cell polarity, Adherens junctions, N-cadherin, β-catenin, Tcf/Lef transcription, Chick

## Abstract

Here, we show that, in the developing spinal cord, after the early Wnt-mediated Tcf transcription activation that confers dorsal identity to neural stem cells, neurogenesis redirects β-catenin from the adherens junctions to the nucleus to stimulate Tcf-dependent transcription in a Wnt-independent manner. This new β-catenin activity regulates genes implicated in several aspects of contralateral axon growth, including axon guidance and adhesion. Using live imaging of *ex-vivo* chick neural tube, we showed that the nuclear accumulation of β-catenin and the rise in Tcf-dependent transcription both initiate before the dismantling of the adherens junctions and remain during the axon elongation process. Notably, we demonstrated that β-catenin activity in post-mitotic cells depends on *TCF7L2* and is central to spinal commissural axon growth. Together, our results reveal Wnt-independent Tcf/β-catenin regulation of genes that control the growth and guidance of commissural axons in chick spinal cord.

## INTRODUCTION

During spinal cord (SC) development, canonical Wnt signaling has an essential role in dorsoventral patterning and proliferation of neural stem cells (NSCs) (Muroyama et al., 2002; Alvarez-Medina et al., 2008; Andrews et al., 2019). Roof plate-secreted Wnts bind to Frizzled receptors and co-receptor LRP5/6 at the membrane of NSCs to release β-catenin from the Axin/GSK3β/APC destruction complex, from which it is translocated into the nucleus. Once in the nucleus, β-catenin forms complexes with Tcf/Lef transcription factors, which bind directly to genomic Tcf/Lef response elements to induce the expression of their target genes (Clevers, 2006; Nusse and Clevers, 2017). However, β-catenin also plays an important role in apical–basal cell polarity of NSCs by contributing to the maturation of N-cadherin and, consequently, to the establishment of apical adherens junctions (AJs) (Baum and Georgiou, 2011; Herrera et al., 2021).

Regionalization of the neural tube (NT) begins early in neurodevelopment, while NSCs proliferate symmetrically in a self-expanding mode. Later on, and in association with the onset of neurogenesis, NSCs change their mode of division to generate the first committed neurons (Gotz and Huttner, 2005; Saade et al., 2013). After neurogenic divisions, post-mitotic NSCs diminish N-cadherin expression and increase *TUBB3* expression before detaching from the proliferative ventricle in a process known as apical abscission (Rousso et al., 2012; Das and Storey, 2014; Sagner et al., 2018). During the first wave of neurogenesis, 11 different populations of spinal neurons are generated: six dorsal interneuron populations (dI1-dI6), three ventral interneuron populations (V0-V3) and a large number of motor neurons (Helms and Johnson, 2003; Lai et al., 2016). The interneuron populations can reach ipsilateral or contralateral targets; these last neurons are known as commissural neurons. Their axons grow towards the floor plate (FP), cross the ventral midline (commissure) and turn following the FP. Then, a large proportion of them deviate to follow the ventral funiculus (VF) or lateral funiculus (LF) until reaching their targets (Kadison and Kaprielian, 2004; Chédotal, 2019). Axon guidance signals, including Netrin/DCC, Slit/Robo, sonic hedgehog (Shh)/BOC, EPHB3/EPHA4 and Wnts/Fzd3, work together to promote the growing and guiding of commissural axons. FP Shh and netrin 1 guide commissural axons to cross the midline by binding to BOC and DCC on pre-crossing commissural axons (Fazeli et al., 1997; da Silva et al., 2018). After crossing the midline, FP-secreted Slit proteins repel commissural growth cones by activating Robo1 and Robo2 receptors, preventing them from re-entering the midline (Long et al., 2004; Reeber et al., 2008; Jaworski et al., 2010). Various Wnt proteins induce the anterior turning and growth of post-crossing commissural axons through Fzd3 receptor (Lyuksyutova et al., 2003; Onishi and Zou, 2017). This is part of the planar cell polarity (PCP) signaling, a pathway that is independent of β-catenin/Tcf/Lef proteins. In addition, guidance pathways coordinate with adhesion molecules such as N-cadherin and integrins to promote directional remodeling of the actin cytoskeleton during axonal growth and pathfinding (Rhee et al., 2002; Myers and Gomez, 2011).

Here, we combine the expression of Cre recombinase under the control of a 229 bp proximal element of the *TUBB3* gene promoter region with multiple LoxP vectors to dissect post-mitotic from proliferative β-catenin/Tcf/Lef-mediated transcription. We demonstrate that, after the initial activation of Tcf-dependent transcription by Wnt proteins that confer dorsal identity to NSCs of chick SC, Tcf-dependent transcription is activated again by a Wnt-independent mechanism in differentiating SC commissural neurons. This second transcription activation controls the expression of genes involved in axon guidance and adhesion required for contralateral axon growth. We used live imaging of *ex vivo* chick NT to show that β-catenin accumulates in the nucleus just before the dismantling of the AJs that precedes the apical abscission. Nuclear β-catenin then activates Tcf/Lef-dependent transcription, which remains high during axon elongation. We also show that the downregulation of *TCF7L2* prevents post-mitotic Tcf transcription and severely impairs spinal commissural axon growth. Together, our results reveal a Wnt-independent Tcf/β-catenin regulation of genes that control the growth and guidance of commissural axons in the chick SC.

## RESULTS

### Tcf/Lef-dependent transcription is activated during commissural differentiation in the chick SC

*In ovo* electroporation of chick NTs permits genetic manipulations that can be followed during neural development. We used the thoracic chick SC to study the hitherto unknown Tcf/Lef-dependent transcription activation that occurs coincident with the initiation of neural differentiation. Using a construct expressing membrane GFP (mGFP) under the Top promoter, containing five copies of a Tcf/Lef response element (WRE) and a thymidine kinase (TK) minimal promoter, we electroporated the NTs of embryonic day (E)3 (3 days post-conception) chick embryos and followed them for 24, 48 or 72 h. Notably, we observed that, in E4 chick SCs, in addition to the dorsal group of NSCs conforming to the Wnt response domain, Tcf/Lef-mediated transcription was also active (Top^+^) in dorsal cells with neuronal morphology. As neurogenesis extended to more ventral regions on E5 and E6, the presence of Top^+^ cells with signs of neural differentiation also extended ventrally (Fig. 1A,B). Interestingly, many of these Top^+^ neurons extended axons to the contralateral side through the commissure. During their differentiation, neurons migrated laterally to form the mantle zone (MZ) basal to the ventricular zone (VZ; Fig. 1C). Interestingly, we observed that the percentage of Top^+^ cells remained constant from E4 to E6. Moreover, no differences were observed between the VZ and the MZ, suggesting that Tcf/Lef-mediated transcription remained active throughout the neural differentiation process (Fig. 1D). The dorsal Wnt response domain is already significantly reduced at E5 (Agalliu et al., 2009) (Fig. S1A). However, to ensure that the observed Tcf/Lef activity in neurons was not inherited from Wnt-responsive NSCs, we used a Top vector that drives the expression of a GFP containing a PEST sequence at its C-terminus, which reduced its half-life from 20 h to 2 h (Li et al., 1998; He et al., 2019). Again, we observed Tcf/Lef activity in ventricular progenitor cells and differentiated neurons (Fig. S1B). Neurogenin 1 (*NGN1*) is a pro-neural gene that induces premature neuronal differentiation and commissural dI2 subtype specification in SC (Gowan et al., 2001; Alaynick et al., 2011; Le Dreau et al., 2018). We observed that transfection of Ngn1 for 24 h in E2 chick NTs increased the percentage of Top^+^ cells in a cell-autonomous manner (Fig. 1E,F). Moreover, transfection of either Ngn1 or p27^Kip1^, a cell cycle repressor that induces premature neural differentiation, significantly increased the activity of TopFlash, a Tcf/Lef luciferase reporter (Fig. 1G). Henceforth, the upregulation of Tcf/Lef-dependent transcription observed during neural differentiation will be referred to as ‘differentiation-associated Tcf/Lef transcription’ (DATT). Using an enhancer element from the *TUBB3* gene promoter (Tubb3_enh) (Bergsland et al., 2011), we generated Cre-Lox-based vectors to study and manipulate DATT without altering the pathway in NSCs. In addition, we created two groups of vectors in which the transcription of mGFP, driven either by the CAG promoter (b-actin promoter with the CMV^E1A^ enhancer) or the Top promoter, was blocked by a floxed poly-adenylating sequence (pA; Fig. 1H). The vectors showed good expression and low leakage (Fig. S1C). Co-transfection of Tubb3:Cre with CAG:LoxP·mGFP (Tubb3::CAG:mGFP) showed all the differentiating neurons among the transfected cells (transfection was monitored with H2B·RFP), whereas co-transfection of Tubb3:Cre with Top:LoxP·mGFP (Tubb3::Top:mGFP) revealed only the Top^+^ differentiating neurons (Fig. 1I, Fig. S1D). In E5 chick SCs, the MZ can be further divided into two areas containing the interneurons (IN) and the motor column (MC) (Fig. 1J). We used anti-Robo3, which labels commissural axons from the cell body to commissure (Fig. 1I), to delimitate the IN, the MC, the VZ and the three main axonal tracts containing commissural interneuron projections: the commissure, the contralateral ventral funiculus (VF) and the contralateral lateral funiculus (LF; Fig. 1J) (Wu et al., 2019). In E5 chick SCs that had been transfected for 24 h, the percentage of Top^+^ among post-mitotic cells was significantly higher in the VZ and the IN than in the MC (15.7±3.2% in VZ, 21.77±5.82 in IN and 3.45±0.89% in MC; Fig. 1I,K). In addition, the VZ/MZ GFP ratio was significantly higher in Tubb3::Top:mGFP than in Tubb3::CAG:mGFP embryos, indicating that although the CAG activity remained constant during differentiation, the Top activity was higher while the future neurons were still in the VZ (Fig. 1I,L). Compared with total transfected neurons (Tubb3::CAG:mGFP), Top^+^ neurons (Tubb3::Top:mGFP) were more abundant in the dorsal region than in the medial and ventral regions of the VZ (Fig. 1M). This result demonstrated that DATT was more abundant in the dorsal SC, but present at other dorsoventral levels, suggesting that DATT was mostly present in commissural neurons. To test that, we compared GFP fluorescence intensity in the different axonal tracks of Tubb3::CAG:mGFP and Tubb3::Top:mGFP embryos. Notably, almost 100% of transfected axons were Top^+^ in the commissure, whereas this percentage was very low in the other tracts, except for the ventral contralateral track, in which it was moderate (Fig. 1N). These results confirmed that the observed Top^+^ neurons were mostly commissural neurons in which Tcf/Lef-dependent transcription was activated during differentiation.

**Fig. 1.**
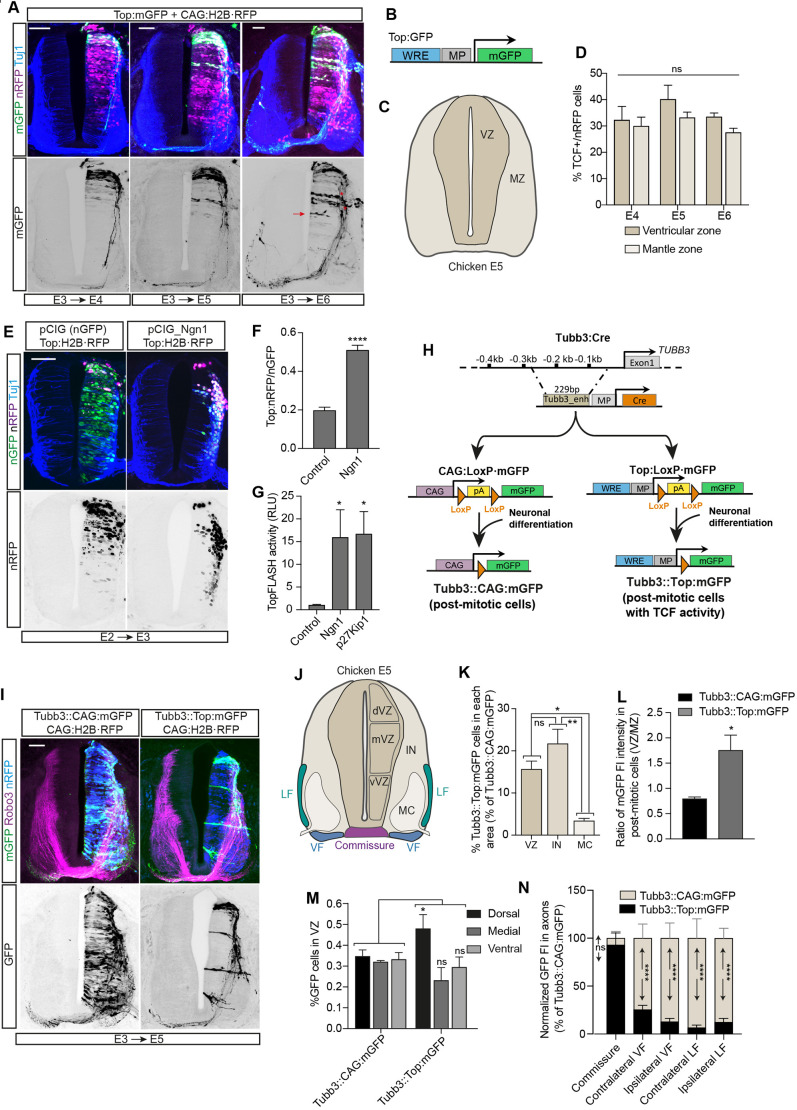
**Tcf/Lef-dependent transcription is activated during commissural differentiation in the chick spinal cord (SC).** (A) Embryonic day (E)3 chick neural tubes (NTs) electroporated for 24, 48 or 72 h [E3+24 or 48 or 72 h post-electroporation (hpe)] with Top:mGFP and CAG:H2B·RFP, which show Tcf activity (membrane; green) and transfection (nuclear; magenta), respectively. Transverse slices were stained with anti-Tubb3 (Tuj1) antibody (labels neurons; blue). The red arrow points to ventricular Top^+^ cells out of the Wnt response domain. Asterisks mark dorsal mantle zone (MZ) Top^+^ neurons. Scale bars: 50 μm. (B) Vector used to detect Tcf/Lef activity. MP, minimal promoter; WRE, Wnt response elements. (C) Scheme of areas occupied by the MZ and the ventricular zone (VZ) in an E5 transverse slice of a thoracic chick SC. (D) The percentage of Top^+^ cells among the electroporated ones in the MZ and VZ at 24, 48 or 72 hpe. Each data point=6 slices. (E) E2 chick NTs electroporated for 24 h (E2+24 hpe) with Top:H2B·RFP (nuclear; magenta) plus Ngn1 or its control vector pCIG (nuclear; green). E3 slices were stained with anti-Tubb3 antibody (blue). Scale bar: 50 μm. (F) The percentage of Top^+^ cells among the electroporated ones in control and Ngn1 transfected embryos. Each data point=5 slices. (G) TopFlash luciferase activity from E2 embryos electroporated for 24 h (E2+24 hpe) with Top-Flash plus control, Ngn1 or p27^Kip1^. Each data point=5 slices. RLU, relative light units. (H) Scheme of the CRE/Lox-based vector system created to monitor or manipulate Tcf activity in post-mitotic neurons. The vectors express mGFP cloned in the second slot of a bicistronic arrangement. pA, poly-adenylating sequence. (I) E3 chick NTs electroporated for 48 h (E3+24 hpe) with Tubb3::CAG:mGFP (shows all transfected neurons, membrane; green) or Tubb3::Top:mGFP (shows Tcf activity in transfected neurons, membrane; green) and CAG:H2B·RFP (shows nucleus; blue). E5 slices were stained with anti-Robo3 antibody (stains commissural axons from the cell body to commissure, magenta). Scale bar: 50 μm. (J) Scheme of the VZ (subdivided in dorsal, medial and ventral areas), interneurons (IN), motor column (MC), lateral funiculus (LF), ventral funiculus (VF) and the commissure in E5 chick SC. dVZ, dorsal ventricular zone; mVZ, medial ventricular zone. (K) The percentage of Top^+^ neurons (Tubb3::Top:mGFP) from all transfected neurons (Tubb3::CAG:mGFP) in the VZ, IN and MC (E3+24 hpe). Each data point=3 slices. (L) Ratio between the mGFP fluorescence emitted by neurons in the VZ and MZ, either under the Top promoter or under a constitutive promoter (CAG; E3+24 h). Each data point=10 slices for control and 14 for Top. (M) The percentage of Top^+^ neurons (Tubb::Top:mGFP) from all transfected neurons (Tubb3::CAG:mGFP) in the dorsal, medial and ventral regions of the VZ of E3 embryos transfected for 24 h (E3+24 hpe). Each data point=4 slices for control and 11 for Top. (N) Relative fluorescence intensity (FI) of mGFP measured in the axons of commissure, contralateral VF, ipsilateral VF, contralateral LF and ipsilateral LF from E3 embryos electroporated for 48 h (E3+24 hpe), comparing Tubb3::Top:mGFP with Tubb::CAG:mGFP. Each data point=11 slices for control and 14 for Top. Bar graphs show the mean±s.e.m. *P<0.05, **P<0.01, ****P<0.0001; ns, non-significant [unpaired two-tailed t-test (F,L), one-way ANOVA plus Dunn's multi-comparisons test (G), one-way ANOVA plus Tukey's multi-comparisons test (K), two-way ANOVA plus Sidak's multi-comparisons test (D,M), two-way ANOVA plus Tukey's multi-comparisons test (N)].

### DATT is required for commissural outgrowth and pathfinding in developing SC

In the absence of nuclear β-catenin, Tcf/Lefs act as transcriptional repressors by binding to Groucho/TLE proteins (Daniels and Weis, 2005). Expression of β-catenin^S33Y^, a stable form of β-catenin (sβ-Cat), induces potent activation of Tcf-dependent transcription in chick NT, whereas TcfEnR, a fusion of Tcf3 HMG-box (Tcf3 DNA-binding domain) with the transcriptional repressor engrailed (Eng), drastically reduces it (Herrera et al., 2014). We used the bicistronic CAG:LoxP·mGFP vector to express either TcfEnR or sβ-Cat, which combined with Tubb3:Cre produced Tubb3::CAG:TcfEnR and Tubb3::CAG:sβ-Cat, respectively (Fig. S2A). We electroporated E3 chick NTs for 24 h with Tubb3::CAG:TcfEnR or Tubb3::CAG:sβ-Cat. mGFP showed the cell body and projections of transfected cells, whereas anti-Robo3 stained commissural axons. Suppression or sustained activation of Tcf/Lef-dependent transcription reduced commissural axons. However, the effect of sβ-Cat was very moderate compared with the severe reduction caused by TcfEnR (Fig. 2A,B). TcfEnR expression caused ectopic exit of commissural axons through the dorsal root (Fig. 2A′). These effects could be cell autonomous, as total Robo3 expression was unaffected in the descending commissural tracts (Fig. 2C). To evaluate whether Tcf-dependent transcription was required for axon outgrowth, we transfected E3 chick embryos with TcfEnR (Tubb3::CAG:TcfEnR) or control (Tubb3::CAG:mGFP) and, 12 h later, dissected the dorsal NTs to prepare interneuron cultures (Langlois et al., 2010) (Fig. 2D). Notably, we observed that suppression of Tcf/Lef transcription significantly reduced the length of axons after 2 days in culture (Fig. 2E,F).

**Fig. 2.**
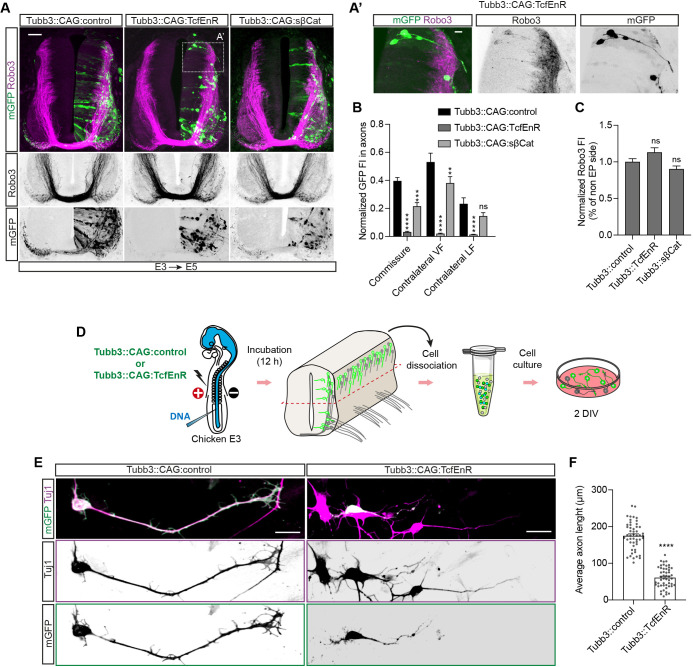
**Tcf/Lef-dependent transcription is required for commissural outgrowth and pathfinding in developing SC.** (A) E3 chick NTs electroporated for 48 h (E3+24 hpe) with Tubb3::CAG:control, Tubb3::CAG:TcfEnR or Tubb3::CAG:sβ-Cat. mGFP indicates transfected neurons (membrane; green). Transverse sections were stained with an anti-Robo3 antibody (magenta). (A′) Enlargement of the area enclosed by the dotted line in A. Scale bars: 50 μm (A) and 10 μm (A′). (B) Normalized FI of mGFP measured in the axons of commissure, contralateral VF or contralateral LF from E3 embryos electroporated for 48 h (E3+24 h) with Tubb3::CAG:control, Tubb3::CAG:TcfEnR or Tubb3::CAG:sβ-Cat. Each data point=14 slices for control, 21 for TcfEnR and 20 for sβ-Cat (C) Ratio between electroporated and non-electroporated sides of normalized Tubb3 FI from E3 embryos transfected for 24 h (E3+24 hpe) with Tubb3::CAG:control, Tubb3::CAG:TcfEnR or Tubb3::CAG:sβ-Cat. Each data point=3 slices for control, 7 for TcfEnR or 5 for sβ-Cat. EP, electroporated. (D) Scheme of the procedure followed to prepare cultures of interneurons transfected with Tubb3::CAG:control or Tubb3::CAG:TcfEnR. DIV, days *in vitro*. (E) Representative images of interneurons transfected with Tubb3::CAG:control or Tubb3::CAG:TcfEnR stained with anti-Tubb3 (Tuj1) antibody (magenta), mGFP indicates transfection (membrane; green). Scale bars: 15 μm. (F) Average axon length of cultured interneurons transfected with Tubb3::CAG:control or Tubb3::CAG:TcfEnR after 2 DIV. Each point=50 axons from three culture wells. Bar graphs show the mean±s.e.m. **P<0.01, ***P<0.001, ****P<0.0001; ns, non-significant [unpaired two-tailed *t*-test (F), one-way ANOVA plus Dunnett's multiple comparisons test (C), two-way ANOVA plus Dunnett's multiple comparisons test (B)].

### DATT promotes commissural axon elongation and pathfinding through adhesion and axon guidance pathways

To study the Tcf-dependent genes that were active during commissural neuron differentiation, we transfected E3 chick embryos for 24 h to produce either Tubb3::CAG:TcfEnR (suppression of Tcf-dependent transcription in neurons) or Tubb3::CAG:control (controls) and cell sorted the GFP^+^ cells. Then, we used Affymetrix GeneChip arrays to study the transcriptomes (Fig. 3A). 

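The arrays compared 3 pools of Tubb3::CAG:TcfEnR cells with 3 pools of Tubb3::CAG:control cells. TcfEnR joins the DNA-binding HMG box of Tcf3 to the engrailed repressor. Cre recombinase under a TUBB3 enhancer released its expression, together with membrane GFP, in cells in which that enhancer was active, and control cells received the vector with GFP alone. Embryos were electroporated at embryonic day 3 and collected 24 h later, at embryonic day 4. Each replicate was a separate pool of 20 to 25 neural tubes, dissociated with trypsin and sorted for GFP. RNA from the sorted cells was amplified and hybridized to GeneChip Chicken Genome Arrays, on which each transcript is read by 1 or more sets of short probes. The authors deposited log2 values made by robust multi-array average (RMA), which corrects the background, quantile normalizes the probe signals across arrays and summarises the probes of each probe set.

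The values covered 38535 probe sets, of which 96 were Affymetrix controls. Of the other 38439, 27168 carried a single gene symbol, 177 carried several and 11094 carried none. The single-symbol probe sets represented 13009 genes, and each gene was followed through its probe set with the highest mean over the 6 arrays. TcfEnR was set against control with limma, and p-values were adjusted by Benjamini-Hochberg over the 38439 probe sets. The 4-fold threshold of the paper was applied together with an adjusted p of 0.05. A total of 29 gene lists and the rule for choosing named genes were set before the data were examined.

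Arrays of the same group were closer to each other than to those of the other group, with Pearson correlations across probe sets of at least 0.978 within groups and of 0.888 to 0.917 between groups. Array medians lay between 6.929 and 6.933. The 95th percentile was 10.49 to 10.52 in control arrays and 10.16 to 10.21 in TcfEnR arrays, whereas the 5th percentile was 3.24 to 3.30 and 3.38 to 3.39, respectively. RNA integrity was read from the control probe sets at the 3′ and 5′ ends of actin, GAPDH and EF1α transcripts, whose mean log2 difference was 0.29 ± 0.07 (SD, n = 3) in control arrays and 0.32 ± 0.02 (SD, n = 3) in TcfEnR arrays. This difference did not exceed the spread between replicates (exact permutation test, p = 0.5, with 0.1 the smallest p that 3 arrays against 3 allow). The spike-in controls Dap, Lys, Phe and Thr lay near the bottom of the signal range and were 0.10 to 0.30 higher in TcfEnR arrays (exact permutation test, p = 0.1 for each). Precision was limited by the 3 arrays per group.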

Comparing Tubb3::CAG:TcfEnR transfected embryos with controls, 302 genes were upregulated, and 567 were downregulated (Table S1). 

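Genes that rose in Tubb3::CAG:TcfEnR cells included chaperones that are induced by stress. The small heat shock protein gene HSPB9 rose from a log2 signal of 9.00 ± 0.21 (SD, n = 3) in control cells to 14.21 ± 0.11 (SD, n = 3), and the Hsp70 family gene HSPA2 rose from 9.28 ± 0.76 (SD, n = 3) to 13.40 ± 0.16 (SD, n = 3). SELENBP1, a selenium-binding protein gene, rose from 6.29 ± 0.75 (SD, n = 3) to 10.89 ± 0.19 (SD, n = 3). The adjusted p from limma was 1.59e-06 for HSPB9, 2.04e-05 for HSPA2 and 1.23e-05 for SELENBP1. Of 30 measured genes of stress, heat shock and apoptosis, 13 rose and 5 fell, or 14 and 5 when adjusted over the list alone. They included SQSTM1, an autophagy receptor gene, with a log2 fold change of 2.44 (SE 0.21), and the cell cycle inhibitor gene CDKN1A, with 1.71 (SE 0.17). The median log2 fold change of the list was 0.35, or 0.58 with quantile normalization repeated (camera with a preset correlation of 0.01, adjusted p = 0.0131; adjusted p = 0.456 with an estimated correlation).

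Markers of blood cells rose in the same arrays. Of 15 measured blood genes, 9 rose and none fell, also when adjusted over the list alone, with a median log2 fold change of 0.96 (camera, adjusted p = 0.0031; adjusted p = 0.446 with an estimated correlation). CD74 rose by 1.49 (SE 0.13) and the macrophage receptor gene CSF1R by 1.21 (SE 0.17) on the log2 scale. Globin transcripts varied between pools. The α-globin gene HBA1, named after its values were seen, was by the brightest of its 3 probe sets at 9.21, 8.70 and 8.53 in the control arrays and at 10.60, 12.03 and 6.76 in the TcfEnR arrays.

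The 10 deepest falls among genes ranged from a log2 fold change of −5.58 for NRP1, a receptor for semaphorins, to −4.24 for PXYLP1, a phosphatase of proteoglycan synthesis. In TcfEnR arrays NRP1 was at 3.45, near the bottom of the signal range, so that the exact size of its fall is uncertain. ST18, a zinc finger transcription factor gene, fell from 10.42 ± 0.34 (SD, n = 3) to 5.86 ± 0.43 (SD, n = 3), and TMEM132C fell from 10.91 ± 0.14 (SD, n = 3) to 6.61 ± 0.29 (SD, n = 3).

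In total, 450 genes were lower and 202 were higher in TcfEnR cells past the 4-fold threshold, out of 13009 (limma). At any fold, 4237 genes were lower and 3256 higher. Counted by probe set, 1136 were lower and 566 higher past the 4-fold threshold, and 10089 and 10186 at any fold. In 14 of the genes, another probe set changed in the opposite direction.

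**Figure D1:**
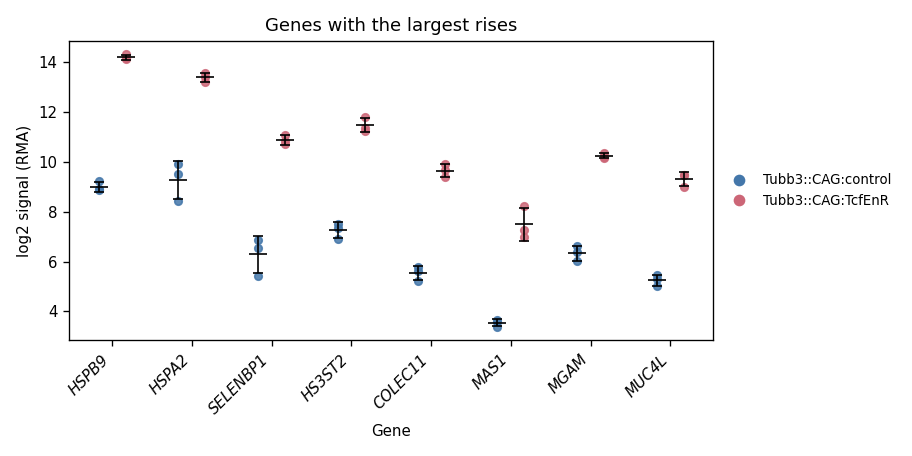
Log2 signal of 8 of the 10 genes with the largest rises in Tubb3::CAG:TcfEnR cells. Each point is 1 array, and horizontal bars with whiskers are the mean and SD of 3 arrays per group. All TcfEnR arrays lie above all control arrays for each gene, for example at a mean of 14.21 against 9.00 for HSPB9.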

The Affymettrix data are in Gene Expression Omnibus (GEO), accession number GSE234518 (see Table S2 for metadata). 

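Most of the listed genes that respond to canonical Wnt signaling were lower in Tubb3::CAG:TcfEnR cells. Of 29 measured feedback and target genes of the pathway, 20 fell and 4 rose, with the same numbers when adjusted over the list alone, and 7 fell past the 4-fold threshold. Of the 29, 11 also belonged to another list, such as that of progenitors. The largest log2 fold changes were −3.37 (SE 0.17) for TRIB2, −3.18 (SE 0.25) for MYCN, −2.83 (SE 0.20) for SP8 and −2.69 (SE 0.18) for NKD1, a feedback inhibitor of the pathway. Other members moved less, with AXIN2, named after its value was seen, at −0.91 (SE 0.13) and LEF1 at −0.10 (SE 0.19, adjusted p = 0.682 from limma). The median log2 fold change of the 29 genes was −1.28 (camera, adjusted p = 0.000368; adjusted p = 0.451 with an estimated correlation). Of 23 measured genes for Tcf/Lef factors, β-catenin and their partners, 11 fell and 3 rose, or 12 and 3 when adjusted over the list alone. The co-repressor gene TLE1 fell by 3.04 (SE 0.13) on the log2 scale and the destruction complex gene APC fell by 1.43 (SE 0.16), whereas AES, a short Groucho family member, rose by 1.41 (SE 0.16). As a list, with a median of −0.44, or −0.25 with quantile normalization repeated, these genes did not pass the test (camera, adjusted p = 0.0545; adjusted p = 0.446 with an estimated correlation). They passed without control replicate 1 (adjusted p = 0.0424) and with a variance trend (adjusted p = 0.0479), within a range over the camera alternatives of 0.0424 to 0.446. With fry, which tests only whether genes move one way on balance, adjusted p was 0.000485.

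Genes of neurons, of progenitors and of the cell cycle fell in the same arrays. Of 25 pan-neuronal markers, 19 fell and 1 rose, and 12 fell past the 4-fold threshold. The log2 fold change was −4.27 (SE 0.39) for STMN2 and −4.01 (SE 0.22) for DCX, which both encode regulators of neuronal microtubules, −3.64 (SE 0.36) for the neurofilament gene NEFL and −1.64 (SE 0.23) for TUBB3. Control arrays differed among themselves, with STMN2 at 12.40, 11.59 and 10.48 and SOX2 at 10.18, 10.26 and 11.23 in replicates 1, 2 and 3. The median over the list was −1.76 (camera, adjusted p = 5.11e-05; adjusted p = 0.558 with an estimated correlation). Of 33 markers of neural progenitors, 26 fell and 2 rose, with a median of −1.53 (camera, adjusted p = 8.93e-06; adjusted p = 0.451 with an estimated correlation). FABP7, a marker of radial glia, had a log2 fold change of −3.66 (SE 0.26), the homeobox gene NKX6-2 one of −3.27 (SE 0.15) and SOX2 one of −2.07 (SE 0.26). Of 51 cell cycle genes, 45 fell and 1 rose, with a median of −1.68 (camera, adjusted p = 2.78e-11; adjusted p = 0.456 with an estimated correlation). The centromere protein gene CENPF fell by 3.11 (SE 0.16) on the log2 scale and the proliferation marker MKI67 fell by 3.02 (SE 0.28). Adjusted over each list alone, the counts were the same for pan-neuronal markers and progenitors, and 46 cell cycle genes fell.

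Motor neuron genes showed the lowest median among the 29 lists. Of 19 measured, 16 fell and 3 rose, also when adjusted over the list alone, with a median of −2.11 (camera, adjusted p = 0.0011; adjusted p = 0.451 with an estimated correlation). ISL1, a LIM homeobox gene of motor neurons and dorsal interneurons, fell from 12.16 ± 0.39 (SD, n = 3) to 7.36 ± 0.18 (SD, n = 3), and SLC18A3, the vesicular acetylcholine transporter gene, from 9.87 ± 0.73 (SD, n = 3) to 6.08 ± 0.05 (SD, n = 3). Of 31 mesenchyme and somite genes, 3 fell and 7 rose (3 and 6 when adjusted over the list alone), with a median of −0.05 and a mean of −0.15, where the test leaned to a rise (camera, adjusted p = 0.485; adjusted p = 0.872 with an estimated correlation). Without control replicate 2 its adjusted p was 0.0492, within a range over the alternatives of 0.0492 to 0.989, and without control replicate 3 it leaned to a fall (adjusted p = 0.446). Relative to the median of all genes, the mesenchyme median was 0.04, and −0.21 with quantile normalization repeated. Of 19 endothelial genes, 2 fell and 6 rose (2 and 5 when adjusted over the list alone), with a median of 0.17 (camera, adjusted p = 0.112; adjusted p = 0.602 with an estimated correlation), and the list passed with dim probe sets left out (adjusted p = 0.00363; range over the alternatives 0.00363 to 0.602).

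**Figure D2:**
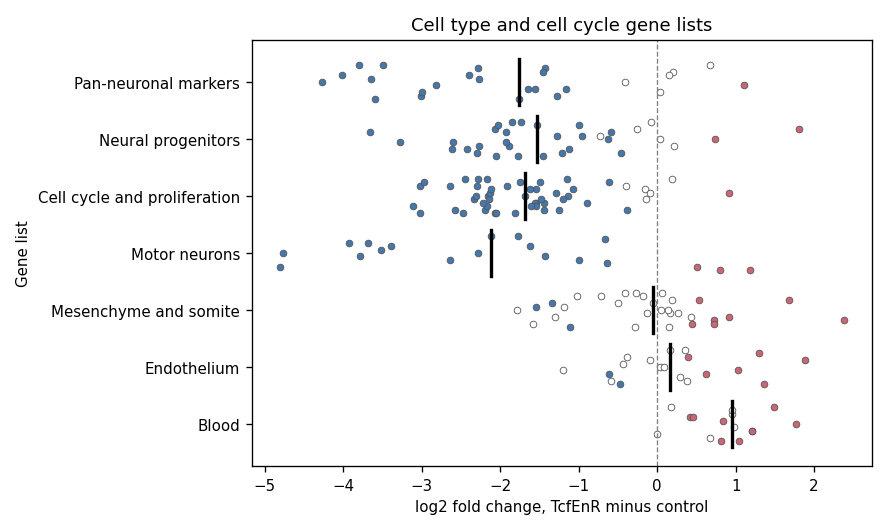
Log2 fold change, TcfEnR minus control, of each measured gene in lists of cell types and of the cell cycle. Filled points passed an adjusted p of 0.05 from limma, open points did not, and the black line is the list median, which lies at −2.11 for motor neurons and at −1.68 for the cell cycle.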

We were mostly interested in the group of downregulated genes, assuming that these genes were the ones that, either directly or indirectly, were activated by DATT (Fig. 3B). 

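Receptors and adhesion molecules of growing axons were among the genes that fell in Tubb3::CAG:TcfEnR cells. The Slit receptor genes ROBO1 and ROBO2 fell from 11.05 ± 0.15 (SD, n = 3) to 7.65 ± 0.19 (SD, n = 3) and from 9.97 ± 0.20 (SD, n = 3) to 6.78 ± 0.25 (SD, n = 3). CXCR4, the receptor for the chemokine CXCL12, fell from 9.80 ± 0.16 (SD, n = 3) to 5.42 ± 0.19 (SD, n = 3). ALCAM, an adhesion molecule of the immunoglobulin superfamily, fell from 11.86 ± 0.48 (SD, n = 3) to 7.47 ± 0.34 (SD, n = 3). The adjusted p from limma was 2.62e-06 for ROBO1, 4e-06 for ROBO2, 1.59e-06 for CXCR4 and 5.4e-06 for ALCAM. The log2 fold change was −3.08 (SE 0.18) for CHL1, a relative of the adhesion molecule L1, −3.52 (SE 0.16) for the ephrin receptor gene EPHA7 and −1.95 (SE 0.15) for SRGAP1, which encodes a GTPase-activating protein downstream of Robo.

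These 7 genes, with CDH2, FAT3, FZD3, FZD7 and NEO1, are the 12 labeled in Fig. 3B′. All 12 were lower in TcfEnR cells at an adjusted p of 0.05, and 10 passed the 4-fold threshold. SRGAP1 and FZD3 did not pass it with their brightest probe set, although each had another probe set that did. The 12 genes were picked by the study from these same arrays, so that their shared direction is not independent evidence. In none of them did a second probe set change significantly in the opposite direction, but 1 of the 4 ALCAM probe sets, a dim one, was 0.43 higher (SE 0.18, adjusted p = 0.0708 from limma).

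**Figure D3:**
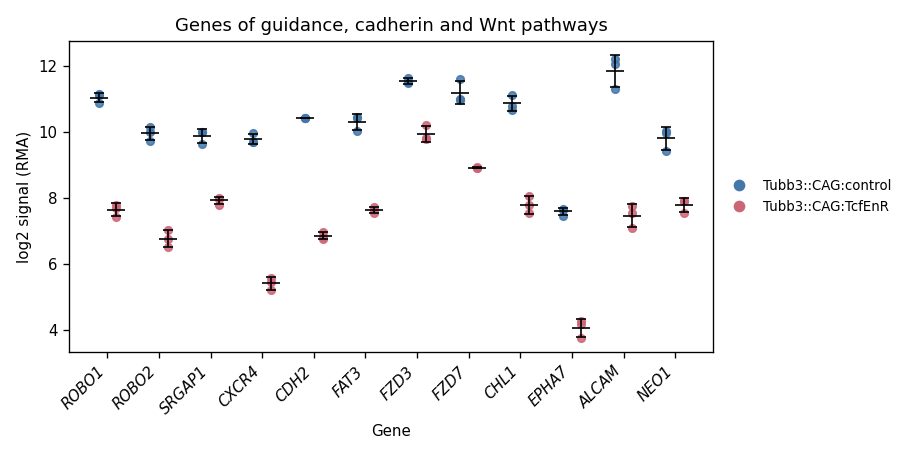
Log2 signal of the 12 genes labeled in Fig. 3B′ in each array. Each point is 1 array, and horizontal bars with whiskers are the mean and SD of 3 arrays per group. The TcfEnR arrays lie below the control arrays for each gene, for example at a mean of 5.42 against 9.80 for CXCR4.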

To validate the rationale of this approach, we manually selected a group of genes involved in different aspects of axon outgrowth and guidance (Fig. 3B′), and studied their expression by real-time quantitative PCR (RT-qPCR), comparing Tubb3::CAG:TcfEnR with Tubb3::CAG:sβ-Cat, where the pathway was activated by sβ-Cat. Consistently, the group of genes that were downregulated in Tubb3::CAG:TcfEnR embryos were enhanced by sβ-Cat, confirming that all the genes in this group were β-catenin/Tcf-dependent targets (Fig. 3C). We further computationally analyzed the group of downregulated genes [log2 fold change (FC) ≤2 with adjusted *P*-value ≤0.05] by Gene Ontology (GO) enrichment analysis plus PANTHER classification system to find the pathways affected (Fig. 3D) (Ashburner et al., 2000; Mi et al., 2019; Gene-Ontology-Consortium, 2021). Additionally, we used Enrichr to determine the transcription factors intervening (ENCODE TF database; Fig. 3E) and the proteins associated with those transcription factors (Transcription Factor PPIs database; Fig. 3F) (Chenet al., 2013; Kuleshov et al., 2016; Xie et al., 2021). PANTHER predicted the signaling pathways of cadherins, integrins and Wnt proteins to be regulated by DATT with high scores; however, the Slit/Robo axon guidance pathway received the highest score. 

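The Slit ligand genes SLIT2 and SLIT3 were lower in Tubb3::CAG:TcfEnR cells. SLIT2 fell from 9.72 ± 0.51 (SD, n = 3) to 5.52 ± 0.37 (SD, n = 3) (adjusted p = 8.13e-06 from limma), and SLIT3 from 10.96 ± 0.39 (SD, n = 3) to 8.13 ± 0.15 (SD, n = 3) (adjusted p = 1.32e-05 from limma). The paper cites SLIT2 mRNA in motor neuron areas of the younger spinal cord, and motor neuron genes fell, with a median of −2.11. In control replicates 1, 2 and 3 SLIT2 was at 10.11, 9.90 and 9.15, and the motor neuron gene SLC18A3 at 10.67, 9.70 and 9.23. Whether the Slit genes fell with a change in the cells sorted was not tested. SLIT1 had a log2 fold change of 0.61 (SE 0.23, adjusted p = 0.0475), a call that ended when control replicate 2 or 3 or any TcfEnR replicate was left out (adjusted p of 0.0557 to 0.157), and its other probe set did not pass (adjusted p = 0.0524). The Robo family gene ROBO4, named after its value was seen, rose by 0.63 (SE 0.14). Of 27 measured genes of Slit/Robo guidance, 15 fell and 2 rose, also when adjusted over the list alone, and 5 fell past the 4-fold threshold, with a median log2 fold change of −0.69. The study had picked 4 of them from these arrays, and among the other 23 genes 11 fell and 2 rose. Bright genes often fell in general. Of the 2602 genes in the brightest 5th by control level, 1427 fell and 129 rose, and in the next 5th 1254 fell and 285 rose. No guidance, adhesion or Wnt list was matched on control level by itself, so that such counts may partly follow the level. The Slit/Robo list passed the test (camera, adjusted p = 0.000963; adjusted p = 0.446 with an estimated correlation), also without those 4 genes (adjusted p = 0.0214), within a range over the camera alternatives of 0.000375 to 0.446. The estimated correlation, 0.00512, was below the preset 0.01, so that a higher correlation between its genes does not account for the lost call. Falls past 4-fold made up 18.5% of the list, against 450 of the 11279 genes at least 2 log2 units above the 5th percentile of the signal, or 3.99% (Fisher's exact test, one-sided, adjusted p = 0.00814, unadjusted p = 0.00386). The study had picked 3 of these 5 genes, and without the picked genes 2 of 23, or 8.70%, were left against 3.91% (unadjusted p = 0.226), so that this call ended.

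Among 45 cadherin and catenin genes, 21 fell and 7 rose (22 and 7 when adjusted over the list alone), with a median of −0.42. Falls past 4-fold made up 25.0% of the 40 genes above the same level (Fisher's exact test, one-sided, adjusted p = 1.55e-05), and 21.1% of the 38 that the study had not picked (unadjusted p = 8.84e-05). This comparison was not matched on gene length. Over all genes with a length, such falls made up 8.09% of the longest group, against 1.84%, 1.53% and 2.37% of the shorter groups of equal size. Whether length accounts for part of the cadherin share was not tested. The list as a whole also passed (camera, adjusted p = 0.0257; adjusted p = 0.451 with an estimated correlation), but not with dim probe sets left out (adjusted p = 0.0846) or without its 2 genes picked by the study (adjusted p = 0.0648), within a range over the camera alternatives of 0.00373 to 0.451.

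Integrin genes moved in both directions. Of 35 measured genes of integrins and focal adhesion, 19 fell and 8 rose (19 and 10 when adjusted over the list alone). The α subunit genes ITGA4, ITGA2 and ITGA6 had log2 fold changes of −2.64 (SE 0.24), −2.56 (SE 0.18) and −2.51 (SE 0.14), whereas the β subunit gene ITGB3 rose by 2.32 (SE 0.28). The list had a median of −0.65, or −0.40 with quantile normalization repeated, and a mean of −0.36, and did not pass (camera, adjusted p = 0.202; adjusted p = 0.602 with an estimated correlation), except with fry, which asks only whether the genes move one way on balance and not how they compare with other genes (adjusted p = 0.00252; range over the camera alternatives 0.174 to 0.602). Of 55 genes for Wnt ligands, receptors and modulators, 24 fell and 13 rose, also when adjusted over the list alone, with a median of −0.34. The log2 fold change was −2.24 (SE 0.14) for the roof plate ligand gene WNT3A, −1.16 (SE 0.15) and −1.15 (SE 0.17) for the co-receptor genes LRP5 and LRP6, and 2.30 (SE 0.20) for the antagonist gene SOST, although 1 of 3 LRP5 probe sets was at −0.54 (SE 0.25, adjusted p = 0.0951 from limma). This list did not pass either (camera, adjusted p = 0.137; adjusted p = 0.602 with an estimated correlation), except with quantile normalization repeated (adjusted p = 0.0499) or with fry (adjusted p = 0.00252; range over the camera alternatives 0.0499 to 0.602).

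In the same arrays, the median log2 difference from the control mean was −1.79, −1.85 and −1.84 over pan-neuronal markers and 1.19, 1.26 and 0.51 over blood markers. The paper assumes that genes lower in TcfEnR cells are those activated by DATT, directly or indirectly. It also measured selected genes by RT-qPCR, and reports that those lower with TcfEnR were raised by sβ-Cat (Fig. 3C). From the scores that PANTHER gave to the downregulated genes, it predicts that DATT regulates the cadherin, integrin and Wnt pathways and, with the highest score, Slit/Robo guidance.

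**Figure D4:**
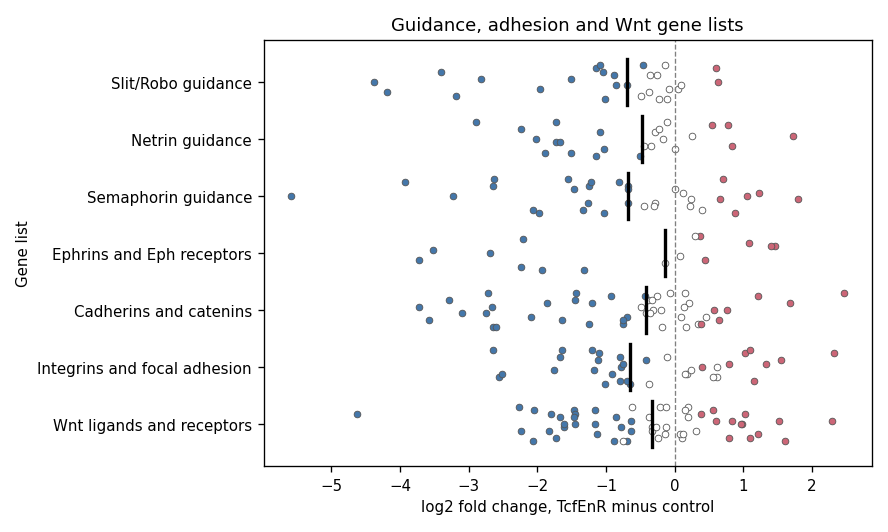
Log2 fold change, TcfEnR minus control, of each measured gene in lists of guidance, adhesion and Wnt genes. Filled points passed an adjusted p of 0.05 from limma, open points did not, and the black line is the list median, which lies at −0.69 for Slit/Robo guidance and at −0.34 for Wnt ligands and receptors.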

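Semaphorin genes and genes of their receptors moved in both directions in Tubb3::CAG:TcfEnR cells. NRP1, the neuropilin that binds class 3 semaphorins, fell from 9.04 ± 0.74 (SD, n = 3) to 3.45 ± 0.28 (SD, n = 3), near the bottom of the signal range (adjusted p = 5.4e-06 from limma). The ligand genes SEMA3D, SEMA3C and SEMA3A had log2 fold changes of −3.93 (SE 0.42), −3.23 (SE 0.25) and −2.64 (SE 0.42). By contrast, the plexin gene PLXND1 rose by 1.79 (SE 0.29), and the ligand genes SEMA3F and SEMA3G rose by 1.23 (SE 0.17) and 0.71 (SE 0.16), all named after their values were seen. Of 32 measured semaphorin pathway genes, 18 fell and 6 rose (19 and 6 when adjusted over the list alone), and 6 fell past the 4-fold threshold, with a median of −0.68. The list passed the test (camera, adjusted p = 0.046; adjusted p = 0.602 with an estimated correlation), within a range over the camera alternatives of 0.0116 to 0.602. The call ended without control replicate 1 (adjusted p = 0.0731), control replicate 2 (adjusted p = 0.0518) or TcfEnR replicate 1 (adjusted p = 0.0667), with dim probe sets left out (adjusted p = 0.599) and with the mean of all probe sets per gene (adjusted p = 0.0685). None of its genes was picked by the study, yet it also missed when the picked genes were taken out of the other lists (adjusted p = 0.0567), through the adjustment over all lists. Falls past 4-fold were more frequent in the list than among other genes (Fisher's exact test, one-sided, adjusted p = 0.00324), though not with dim probe sets left out (unadjusted p = 0.261). That setting kept probe sets by their mean over all 6 arrays, TcfEnR included. Genes could thus drop out because they fell, so that neither result of that setting decides on the list.

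In the netrin list, which was drawn up by hand, the netrin G1 gene NTNG1 had a log2 fold change of −2.89 (SE 0.50). Its control arrays differed widely, at 9.28, 8.66 and 6.90. MAP1B, a microtubule-associated protein gene downstream of netrin, had a log2 fold change of −2.24 (SE 0.29). Of 24 measured genes, 12 fell and 4 rose, also when adjusted over the list alone, and 3 fell past the 4-fold threshold, with a median of −0.48. The list passed the test (camera, adjusted p = 0.0451; adjusted p = 0.456 with an estimated correlation), within a range over the camera alternatives of 0.0199 to 0.456. The call ended without control replicate 1 (adjusted p = 0.0731) or TcfEnR replicate 1 (adjusted p = 0.0571), with dim probe sets left out (adjusted p = 0.17) and without NEO1, the member picked by the study (adjusted p = 0.0711). Falls past 4-fold in the list did not pass against other genes (Fisher's exact test, one-sided, adjusted p = 0.0943, unadjusted p = 0.0618), but did without TcfEnR replicate 3 (unadjusted p = 0.0134) or against all genes (unadjusted p = 0.0486), and without NEO1 2 of the 22 genes bright enough for this test were left (unadjusted p = 0.211). In the same 3 TcfEnR arrays, the median log2 difference of neural progenitor markers from the control mean was −1.26, −1.57 and −1.56.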

Although receiving lower scores, the expression of other genes involved in the axon guidance pathways mediated by netrin and semaphorins was also significantly downregulated in Tubb3::CAG:TcfEnR neurons. The ENCODE TF database predicted that TCF7L2 (Tcf4) was one of the main transcription factors mediating Tcf-dependent transcription in this process. So, we used pSHIN, a GFP-expressing vector, to clone short hairpin inhibitory RNAs (shRNAs) against the different Tcf/Lef transcription factors expressed in E4 chick NTs – LEF1, TCF7, TCF7L1 and TCF7L2 (Fig. S2B,C) – transfected them into E3 chick NTs for 48 h, and stained sections with anti-Tuj1 (Tubb3) (Fig. 4A) or anti-Robo3 (Fig. S2D) to study the presence of GFP^+^ axons in contralateral axonal tracks. Notably, the presence of GFP^+^ fibers in the commissure and the contralateral VF was significantly reduced after *TCF7L2* suppression compared with that in the controls or the other knockdowns (Fig. 4B). This effect was not due to the suppression of dorsal patterning previously reported by Wnt/β-catenin pathway inhibition (Fig. S2E). We transfected E3 embryos with the mentioned shRNAs, plus TopFlash reporter and Ngn1 or control vector. As expected, expression of Ngn1 increased Tcf-dependent transcription; however, this increase disappeared with *TCF7L2* suppression (Fig. 4C). Among Tcf/Lef transcription factors, TCF7L2 received the highest score by the ENCODE TF database in mediating DATT; however, the absolute highest score was given to FOXM1, a transcription factor reported to be required for neuronal differentiation (Ueno et al., 2008). Nevertheless, suppression of *FOXM1* did not impede the effect of Ngn1 on Tcf-dependent transcription (Fig. 4C). Altogether, these results confirmed that DATT regulates the transcription of a set of genes involved in commissural axon elongation and guidance specifically through the TCF7L2 transcription factor. To further assess the effect of *TCF7L2* suppression, we transfected E3 chick embryos for 24 h [E3+24 h post electroporation (hpe)] with pCS2-mRFP plus pSHIN-shTCF7L2 or pSHIN-shControl, whole-mount immunolabeled them with anti-RFP and anti-Robo3 antibodies, cleared them optically and performed volume imaging through light-sheet fluorescence microscopy. Bearing in mind that we only electroporate one side of the neural tube, which we consider to be ipsilateral (Fig. 4D), this technique is suitable to reveal perturbations in the ratio of axons occupying ipsilateral versus contralateral axonal tracts. In accordance with the 2D images shown in Fig. 4A, the 3D images generated from light-sheet microscopy confirmed that *TCF7L2* knockdown significantly decreased the ratio of axons that crossed and followed the contralateral tract with respect to the ones that followed the ipsilateral tract (7.75±0.35 in control versus 0.79±0.02 in TCF7L2 knockdown; Fig. 4E,F, Movies 5 and 6). Concomitant with the decrease in contralateral axons, an important accumulation of GFP was observed in the somas of pSHIN-shTCF7L2 transfected cells, but not in the ipsilateral tracts, indicating a defect in the growth of commissural axons rather than redirection towards the ipsilateral tracks.

**Fig. 3.**
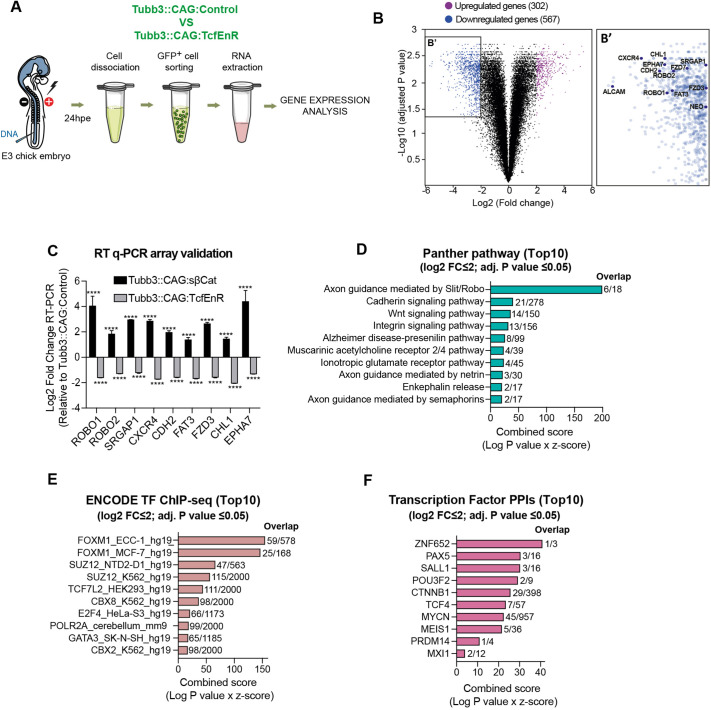
**Differentiation-associated Tcf/Lef transcription (DATT) promotes commissural axon elongation and pathfinding through adhesion and axon guidance pathways.** (A) Scheme of the procedure followed to study the Tcf/Lef-dependent genes that are active during neural differentiation. (B) Volcano plot showing the corrected gene expression (total abundance and relative variation), comparing embryos transfected with Tubb3::CAG:control with those transfected with Tubb3::CAG:TcfEnR. Variations superior to fourfold with *q*-values <0.05 were considered significant. Downregulated and upregulated transcripts are highlighted in blue and magenta, respectively. [log2 fold change (FC)] ≥2, with adjusted *P*-value ≤0.05. (B′) Magnification of the downregulated genes, highlighting a group of 11 manually selected genes involved in diverse aspects of neural differentiation. Each data point=3 independent PCRs. (C) Validation of the experimental approach by assessing the expression of a group of very-relevant genes by RT-qPCR, comparing embryos transfected with Tubb::CAG:TcfEnR (Tcf/Lef activity suppressed in neurons) with those transfected with Tubb3::CAG:sβ-Cat (Tcf/Lef activity constitutively activated in neurons). (D) Combined score of the top ten Panther pathways that were changed by Tcf/Lef activity suppression in neurons. (E) Combined score of the top ten transcription factors intervening based on the ENCODE TF chromatin immunoprecipitation with DNA sequencing (ChIP-seq) database. (F) Combined score of the top ten proteins interacting with the implicated transcription factors based on the Transcription Factor PPIs database. Bar graphs show the mean±s.e.m. ****P<0.0001 (multiple *t*-tests and two-way ANOVA plus Dunnett's multiple comparisons test).

**Fig. 4.**
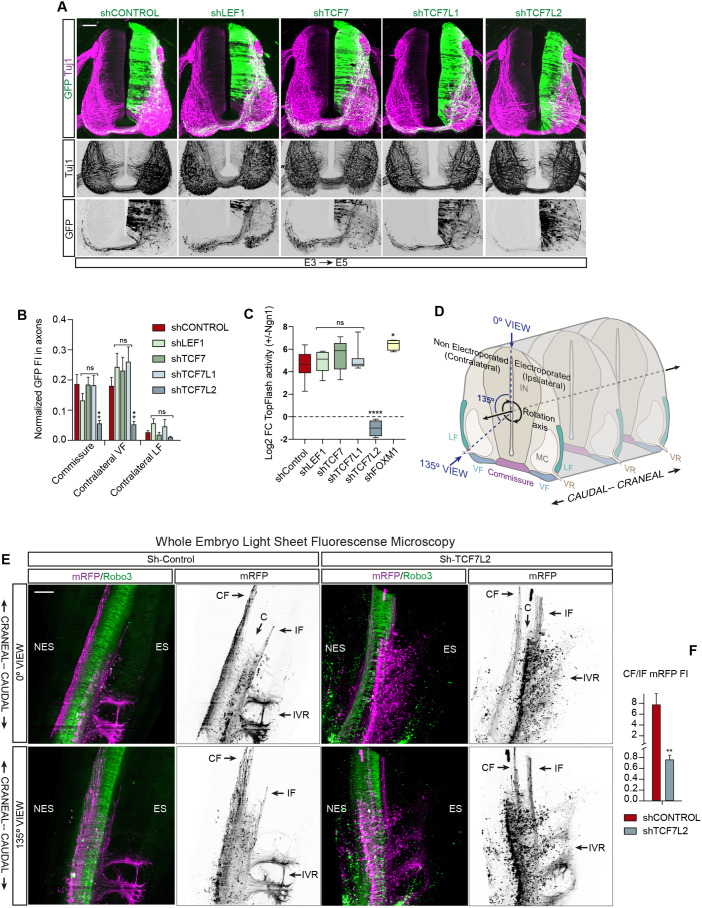
**DATT is mediated by TCF7L2.** (A) E3 chick NTs electroporated for 48 h (E3+24 hpe) with GFP-expressing pSHIN vectors encoding shRNAs targeting LEF1, TCF7, TCF7L1 or TCF7L2. SC transverse sections were stained with anti-Tubb3 (Tuj1) antibody (magenta), and GFP indicates transfection (green). Scale bar: 50 μm. (B) Normalized FI of mGFP measured in the axons of commissure, contralateral VF or contralateral LF from E3 chick NTs electroporated for 48 h (E3+24 hpe) with pSHIN vectors encoding shRNAs against LEF1, TCF7, TCF7L1 or TCF7L2. Each data point=14 slices for control, 11 for LEF1, 13 for TCF7, 9 for TCFL1 and 12 for TCFL2 (C) Ratio variation (log2 FC) of TopFlash activity (luciferase) in embryos transfected or not with Ngn1 and pSHIN vectors encoding shRNAs against LEF1, TCF7, TCF7L1, TCF7L2 or FOXM1. Each data point=16 embryos for control, 6 for LEF1, 7 for TCF7, 7 for TCFL1, 4 for TCFL2 and 4 for FOXM1. (D) Scheme of an E5 SC to assist with panel E and 3D image interpretation. IN, interneurons; LF, lateral funiculus; MC, motor column; VF, ventral funiculus; VR, ventral root. (E) Maximum-intensity projections using 0° and 135° perspectives of 360° images generated from cleared E3 chick embryos electroporated for 24 h (E3+24 hpe) with pCS2-mRFP plus pSHIN-shTCF7L2 or pSHIN-shControl, which were whole-mount immunolabeled with anti-RFP (magenta) and anti-Robo3 (green) antibodies. Volume imaging was performed through light-sheet fluorescence microscopy at 9.6×. Scale bar: 250 μm. C, commissure; CF, contralateral funiculus; ES, electroporated side; IF, ipsilateral funiculus; IVR, ipsilateral ventral rods; NES, non-electroporated side. (F) Ratio of FI of mRFP measured in the axons of ipsilateral and contralateral VF measured in two embryos for each condition. Bar graphs show the mean±s.e.m. *P<0.05, **P<0.01, ****P<0.0001; ns, non-significant [unpaired two-tailed *t*-test (F), one-way ANOVA plus Dunnett's multiple comparisons test (C), two-way ANOVA plus Dunnett's multiple comparisons test (B)].

### DATT is Frizzled independent and begins before apical abscission

The canonical Wnt pathway is mediated by its Frizzled membrane receptors, a co-receptor called LRP5/6 and β-catenin, among others (Fig. 5A). We used the Tubb3:Cre system with a dominant-negative form of LRP5/6 (LRPdn; Fig. 5B) and a mutant β-catenin with diminished transcriptional activity (sβ-CatΔC; Fig. 5C) to study the effects of Wnt proteins and β-catenin on commissural neuron differentiation. Notably, we observed that cells expressing LRPdn extended axons normally, despite that the expression of this construct in E2 chick neural tubes clearly inhibited the expression of Top:H2B·RFP in both the dorsal Wnt response domain and the dorsal root ganglia (Fig. 5D, Fig. S3). By contrast, the number of axons from cells expressing sβ-CatΔC was significantly reduced in the commissure and the contralateral VF (Fig. 5E, Fig. S4A). These results indicated that DATT was mediated by β-catenin but not by Wnt proteins. To study the chronology of DATT, we transfected E2 chick embryos for 24 h with Ngn1 to induce differentiation, mGFP to show the cell contour and Top:H2B·RFP to monitor Tcf activity. Slices were then stained with anti-β-catenin and 4′,6-diamidino-2-phenylindole (DAPI) (Fig. 5F). We observed transfected dorsal cells at different stages of delamination: cells close to the apical border with NSC morphology (green arrows in Fig. 5F), cells at basal positions but still attached to the apical border (magenta arrows and asterisks in Fig. 5F) and cells already delaminated (blue arrows and asterisks in Fig. 5F). Top activity (nuclear accumulation of RFP) was higher in delaminated neurons; however, it was already elevated in basal pre-delaminated cells. Moreover, nuclear accumulation of endogenous β-catenin was evident in these two groups of cells. To better define the time sequence of Top activation during neural differentiation, we transfected E3 embryos for 12 h with Tubb3::Top:mGFP plus H2B·RFP and prepared *ex vivo* cultures from which we took time-lapse confocal images for a period of 950 min (Fig. 5G, Movie 1). We calculated the integrated GFP fluorescence density (IFD), which is shown as a percentage of the maximum (Fig. 5H). As suggested by fixed tissue experiments, the time-lapse experiments showed that Tcf-dependent transcription increased before apical abscission, then decreased at the beginning of apical foot retraction and subsequently increased again during neurite formation. In addition, we tracked cells that had already initiated the apical abscission at the beginning of the time-lapse acquisition to study Tcf transcription for as long as possible during axon growth (Fig. 5I, Movie 2). In this case, we observed that the increase in Top activity during neurite formation is also maintained during axon outgrowth and elongation (Fig. 5J). In Fig. 5K, we summarize in a schematic drawing the observed variation of Tcf-dependent transcription during neural delamination and axon elongation.

**Fig. 5.**
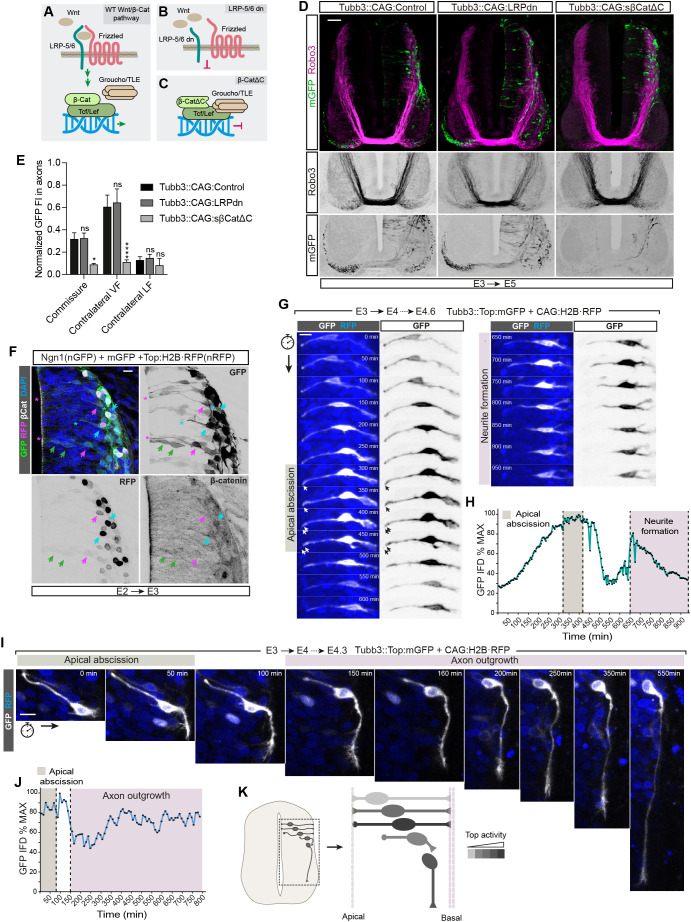
**DATT is Frizzled independent and begins before apical abscission.** (A-C) Schemes of the wild-type canonical Wnt pathway (A), dominant-negative LRP5/6 with a C-terminal deletion (B) and β-catenin with a C-terminal deletion (C). (D) E3 chick NTs electroporated for 48 h (E3+24 hpe) with Tubb3::CAG:control, Tubb3::CAG:LRPdn or Tubb3::CAG:sβ-CatΔC. Transverse sections were stained with anti-Robo3 antibody (magenta). mGFP is expressed by transfected neurons (membrane; green). Scale bar: 50 μm. (E) Normalized mGFP FI measured in the axons of the commissure, contralateral VF and contralateral LF from E3 chick NTs electroporated for 48 h (E3+24 hpe) with Tubb3::CAG:control, Tubb3::CAG:LRPdn or Tubb3::CAG:sβ-CatΔC. Each data point=6 slices for control, 9 for LRPdn or 8 for sβ-CatΔC. (F) Transverse sections of E2 chick NTs electroporated for 24 h (E2+24 hpe) with Ngn1 (nuclear GFP; green), membrane GFP (green) and Top::H2B·RFP (nuclear RFP; magenta). Nuclei are indicated by arrows and the apical processes by asterisks. Green arrows/asterisks show cells for which the nucleus is close to the apical border and have neural stem cell morphology, magenta arrows/asterisks indicate cells with the nucleus occupying basal positions but with the apical process still attached to the apical border, and blue arrows/asterisks indicate cells in which the apical abscission has already occurred. Scale bar: 10 μm. (G) Representative images of E3 chick NTs transfected for 24 h with Tubb3::Top:mGFP and cultured *ex vivo* for 950 min (E3+24 hpe+950 min). mGFP levels reflect Top activity in neurons. Scale bar: 10 μm. (H) Integrated GFP fluorescence density (IFD) of the cell shown in G calculated from flattened images of the *z*-planes containing the entire cell at each time point. Images were taken every 5 min. The shaded areas indicate the periods in which the apical abscission and neurite formation took place. (I) A similar experiment as in H, but following a cell in which the apical abscission had already started when the time lapse was initiated. Images were taken every 10 min. Scale bar: 10 μm. (J) Plot showing the GFP FI of the cell shown in I. (K) Schematic representation in grayscale of Top activity along neuron differentiation. Bar graphs show the mean±s.e.m. *P<0.05, ****P<0.0001; ns, non-significant (two-way ANOVA plus Dunnett's multiple comparisons test).

### β-catenin is redirected to the nucleus before apical foot abscission during dorsal neural differentiation

The Wnt canonical pathway had been shown to collaborate in the early establishment of dorsal identities during NT development (Muroyama et al., 2002; Alvarez-Medina et al., 2008; Andrews et al., 2019). However, here we have demonstrated that Tcf-dependent transcription is both activated and required during commissural neurogenesis in a process that requires β-catenin but not Wnt proteins. Therefore, we used E5 sections (Fig. 6A) to study the distribution of β-catenin mRNA (Fig. 6B) and β-catenin protein (Fig. 6C). Interestingly, β-catenin mRNA was very abundant at the boundaries between the VZ and the MZ in the dorsal SC, in which different populations of interneurons are differentiating at this stage (Fig. 6B′). However, although β-catenin protein was mostly observed with N-cadherin at the AJs of the apical border along the SC, it was also present in most basal locations in the dorsal VZ and the cell bodies of the most dorsal Robo3-expressing neurons (Fig. 6C,C′). β-catenin protein was very abundant in the commissure, as was Robo3 (Fig. 6C″). In agreement, we observed that in Tubb3::CAG:βCat·FLAG embryos (electroporated at E3 for 24 h), β-catenin·FLAG protein was mainly accumulated in the nucleus and axons of neurons (Fig. 6D). During neurogenesis, differentiating neurons detach their apical process and retract it towards the cell body, leaving a stump where it had been attached (Das and Storey, 2014). Before detachment, N-cadherin levels decrease at the cellular apical pole (Rousso et al., 2012; Das and Storey, 2014). Therefore, we wondered whether DATT was fueled by the β-catenin released during AJ dismantling. We transfected E3 embryos with β-catenin·RFP, mGFP and Ngn1 for 12 h to prepare *ex vivo* cultures that were followed by confocal time lapses of the dorsal SC for an additional period of 1050 min (Fig. 6E,E′, Fig. S4B, Movies 3 and 4). Initially, β-catenin·RFP was more abundant in the AC than in the nucleus. Later, it steadily increased in the nucleus without decreasing in the AC, where it remained mostly constant until the apical abscission initiation. Notably, coincident with the results on Tcf-dependent transcription shown in Fig. 5, nuclear β-catenin·RFP reached its maximum before apical foot abscission, and although it progressively decreased later, it remained substantially elevated during axon outgrowth and elongation (Fig. 6F, Fig. S4C). In Fig. 6G, we summarize in a schematic drawing the β-catenin·RFP levels observed in the AC and the nucleus before and after apical foot abscission and during axon elongation. The results shown in Fig. 5 and Fig. 6 demonstrated that both Tcf-dependent transcription and nuclear β-catenin·RFP were raised before the AJs were dismantled. Therefore, we concluded that the rise in nuclear β-catenin, and consequently in Tcf-dependent transcription, depends on a neural-differentiation-prompted mechanism that either redirects newly produced β-catenin directly to the nucleus or interferes with the destruction complex, allowing its nuclear accumulation.

**Fig. 6.**
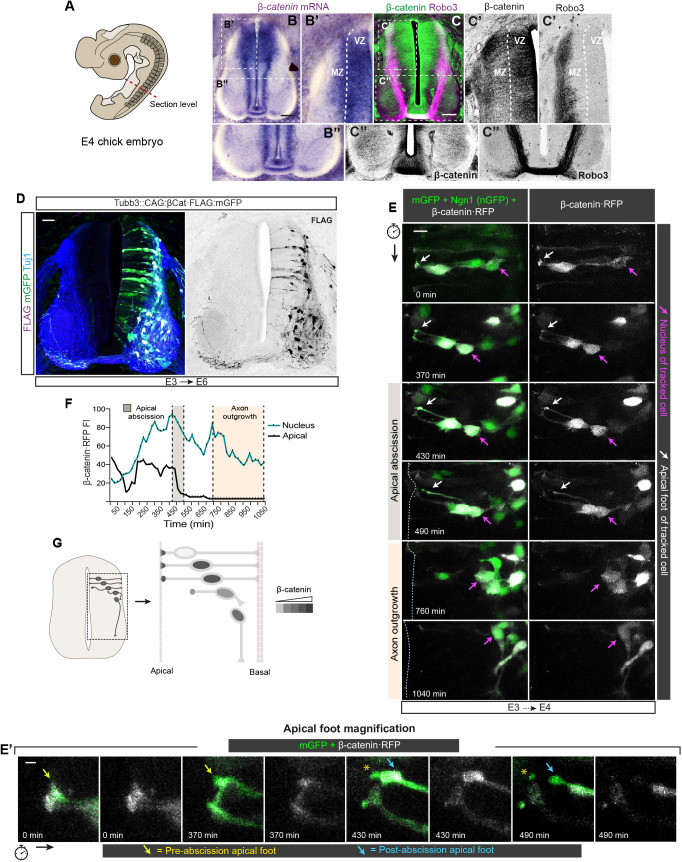
**β-catenin is redirected to the nucleus before apical foot abscission during neural differentiation.** (A) Drawing of an E4 chick embryo indicating the approximate thoracic level used to generate the transverse sections used in this work. (B) *In situ* hybridization showing *CTNNB1* mRNA distribution in transverse sections of E4 chick SC. (B′,B″) Enlargements of the areas labeled in B. Scale bar: 50 μm. (C) E4 SC sections stained with anti-β-catenin (green) and anti-Robo3 (magenta). (C′,C″) Enlargements of the areas labeled in C, with β-catenin and Robo3 staining shown separately in grayscale. Dashed lines in B′ and C′ represent the apical border. Scale bar: 50 μm. (D) E3 embryos electroporated for 72 h (E3+24 hpe) with Tubb3::CAG:sβ-Cat·FLAG:mGFP (express β-catenin·FLAG in neurons) stained with anti-FLAG (magenta) and anti-Tubb3 (Tuj1) (blue) antibodies. FLAG staining is shown in grayscale on the right. Scale bar: 50 μm. (E) Representative images of E2 chick NTs transfected for 24 h with mGFP (membrane; green), Ngn1 (nuclear GFP; green) and β-catenin·RFP (grayscale) and cultured *ex vivo* for 1040 min (E2+24 hpe+1040 min). RFP signal is shown in grayscale in the right column. In each time-lapse image, the position of the apical process and the nucleus of the tracked cell are indicated by white and magenta arrows, respectively. Scale bar:10 μm. (E′) Magnified images of mGFP (green) and β-catenin·RFP (grayscale) distribution in the apical foot during apical abscission. Pre- and post-abscission apical feet are indicated by yellow and blue arrows, respectively. The membrane stump left behind after abscission is indicated by yellow asterisks. Scale bar: 2 μm. (F) RFP FI measured in the apical foot (black line) and the nucleus (green line) at each time point. Images were taken every 10 min. The shaded areas indicate the periods in which the apical abscission and axon outgrowth took place. (G) Schematic representation of β-catenin·RFP distribution (in grayscale) along neuron differentiation.

## DISCUSSION

### β-catenin/Tcf-dependent transcription is reactivated during SC commissural differentiation in a Wnt-independent manner

The Wnt canonical pathway (β-catenin/Tcf dependent) participates in defining dorsal fate and maintains stemness of neural progenitors, whereas its inhibition induces premature cell cycle exit and ventral patterning during early SC development (Alvarez-Medina et al., 2008; Wang et al., 2011; Herrera et al., 2014). However, we have now demonstrated that, later, during the first wave of neurogenesis, β-catenin/Tcf-dependent transcription is reactivated during neuronal differentiation of different subtypes of chick spinal commissural interneurons. Moreover, we have observed that this reactivation is an absolute requirement for the growth of pre-crossing commissural axons. Similarly, β-catenin/Tcf-dependent transcription is also activated early in the neural precursors of the mouse cortex VZ during radial glial cell expansion, and although it is silenced while these cells exit the VZ and migrate towards the cortical plate, it is later reactivated in a set of young neurons as they mature in the cortical plate (Woodhead et al., 2006). Although the involvement of Wnt proteins in the activation of β-catenin/Tcf-dependent transcription was not studied, the widespread distribution of this set of cortical neurons suggests that a Wnt factor gradient does not trigger this activation. In the present study, we demonstrated that, unlike Tcf repression, the expression of the dominant-negative form of the Wnt co-receptor LRP5/6 in Tubb3-expressing cells does not affect the outgrowth and pathfinding of spinal commissural axons. In addition, our experiments in which we overexpress Ngn1 or p27^Kip1^ show that the induction of premature differentiation correlates with an increase in nuclear localization of β-catenin and subsequent β-catenin/Tcf-dependent transcription in differentiating neurons. Although Wnt-dependent axon guidance had mainly been attributed to the PCP pathway, defects in post-crossing axons have been observed in knockdowns of LRP5/6 in chick neural tubes, indicating that the Wnt canonical pathway might also be participating after midline crossing (Avilés and Stoeckli, 2016). However, the activation of β-catenin/Tcf-dependent transcription in pre-crossing commissural neurons is likely to be an inherent consequence of the differentiation process rather than being influenced by external Wnt proteins.

### β-catenin translocation to the nucleus during commissural neuron differentiation

N-cadherin is responsible for the maintenance of the apical attachment (Wong et al., 2012), and the delamination process is associated with a downregulation of N-cadherin induced by pro-neuronal transcription factors such as neurogenins (Rousso et al., 2012; Das and Storey, 2014). Newly synthesized β-catenin has two possible outcomes: it can interact with N-cadherin at the endoplasmic reticulum and travel to the AJs, or it can be translocated into the nucleus. Downregulation of N-cadherin during neuron delamination could favor the transcriptional route. We have observed that both nuclear accumulation of β-catenin and DATT begin without a decrease in β-catenin at the AC. Thus, although the downregulation of N-cadherin could be involved, the AJs do not seem to be the primary source of the β-catenin that accumulates in the nucleus during commissural neuron differentiation. Our data show that DATT is activated during neuron delamination, continues to be active in pre-crossing commissural axons and eventually is turned down in post-crossing commissural axons. Therefore, it is most likely that different concurrent and sequential events regulate the nuclear accumulation of β-catenin during the process of differentiation. In the mouse cerebral cortex, the expansion of intermediate progenitors depends on the interaction of Axin with GSK3β in the cytoplasm. However, as neural differentiation begins, Axin is phosphorylated by β-catenin-associated Cdk5, causing the nuclear translocation of the Axin/β-catenin complexes and the activation of Tcf-dependent transcription. Interestingly, both nuclear accumulation of Axin/β-catenin and Tcf-dependent transcription are required to promote the differentiation of intermediate progenitors into neurons (Fang et al., 2013). Therefore, an equivalent mechanism might also be driving β-catenin to the nucleus during commissural neuron delamination. Slit interacts with Robo to induce the association of Robo/Abl complex with β-catenin/N-cadherin/Cables, causing the phosphorylation of β-catenin at Y489 by Abl that dissociates from N-cadherin and accumulates in the nucleus (Rhee et al., 2007). Thus, the induction of Robo1 and Robo2 expression by DATT might contribute to the maintenance of β-catenin/Tcf-dependent transcription in pre-crossing commissural neurons. 

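All probe sets of ROBO1 were lower in Tubb3::CAG:TcfEnR cells. They numbered 6, with log2 fold changes from −3.44 (SE 0.25, adjusted p = 1.4e-05 from limma) to −1.56 (SE 0.26, adjusted p = 0.00107 from limma). Of 5 probe sets of ROBO2, 4 were lower, by up to 3.19 (SE 0.17), and the other had a log2 fold change of 0.05 (SE 0.20, adjusted p = 0.857 from limma). CABLES1, which encodes the protein that links Robo, Abl and N-cadherin, fell from 8.23 ± 0.07 (SD, n = 3) to 7.45 ± 0.10 (SD, n = 3) (adjusted p = 0.000985 from limma). For ABL1 the log2 fold change was −0.46 (SE 0.15, adjusted p = 0.0264 from limma), a call that ended without control replicate 1 (adjusted p = 0.0538) or control replicate 2 (adjusted p = 0.0891), without TcfEnR replicate 1 (adjusted p = 0.0588) or TcfEnR replicate 2 (adjusted p = 0.0989), with the mean of both probe sets (adjusted p = 0.157) and with quantile normalization repeated (adjusted p = 0.356). The β-catenin gene CTNNB1 was at 11.35 ± 0.30 (SD, n = 3) in control and at 11.16 ± 0.09 (SD, n = 3) in TcfEnR cells (adjusted p = 0.383 from limma), and the direction of that difference turned with quantile normalization repeated (log2 fold change 0.08).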

A midline crossing mechanism that depends on the accumulation of β-catenin at the axon growth cone has recently been reported during midline crossing at the optic chiasm (Morenilla-Palao et al., 2020). In the suggested model, the differential expression of Wnt receptors would determine the effect of midline-expressed Wnt5a on the decision to cross the midline by commissural axons or to be repulsed in the case of ipsilateral axons. Although the expression of Fzd1, Fzd8 and LGR5 induced by Zic2 in ipsilateral neurons avoids the midline crossing by promoting a non-polarized distribution of β-catenin, other Wnt receptors such as Fzd3 have been proposed to respond to Wnt5a and mediate the required accumulation of β-catenin at commissural growth cones during midline crossing. Interestingly, our data have revealed accumulation of β-catenin in midline Robo3^+^ axons and positive regulation of Fzd7 and Fzd3 expression by DATT in spinal commissural neurons. 

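Several Frizzled receptor genes were lower in Tubb3::CAG:TcfEnR cells. FZD7 fell from 11.20 ± 0.35 (SD, n = 3) to 8.92 ± 0.02 (SD, n = 3) (adjusted p = 2.13e-05 from limma), and its other probe sets had log2 fold changes of −2.36 (SE 0.21) and −2.67 (SE 0.15). FZD3 fell from 11.56 ± 0.08 (SD, n = 3) to 9.95 ± 0.24 (SD, n = 3) (adjusted p = 5.53e-05 from limma). The deepest fall in the family was that of FZD10, a Frizzled gene of the dorsal neural tube, from 10.83 ± 0.18 (SD, n = 3) to 6.21 ± 0.30 (SD, n = 3) (adjusted p = 1.92e-06 from limma). Of the 10 Frizzled genes measured, 6 fell, none rose and 4 did not pass the test, or 5, none and 5 with quantile normalization repeated, a count made after the values were seen. Among the receptors linked to ipsilateral neurons, the log2 fold change was −1.61 (SE 0.18) for FZD1, −1.45 (SE 0.22) for LGR5 and −0.96 (SE 0.14) for their regulator ZIC2, although 1 LGR5 probe set was at 0.06 (SE 0.14, adjusted p = 0.734 from limma). FZD8 was at 6.95 ± 0.23 (SD, n = 3) and 7.26 ± 0.08 (SD, n = 3) (adjusted p = 0.108 from limma), while its other probe set had a log2 fold change of −0.74 (SE 0.24, adjusted p = 0.0268 from limma), and the mean of both probe sets gave −0.22. The ligand gene WNT5A fell by 0.88 (SE 0.21, adjusted p = 0.00671 from limma) with its brightest probe set, whereas the next brightest of 4 was at −0.19 (SE 0.15, adjusted p = 0.311 from limma). The remaining ones, both dim, were at −1.03 (SE 0.30) and −0.92 (SE 0.32), with adjusted p of 0.0178 and 0.0378 from limma.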

The interaction of FP Wnt5a with some of these Wnt receptors might promote the accumulation of β-catenin at midline crossing growth cones and, therefore, the shutdown of the transcriptional signal in post-crossing axons. In summary, different mechanisms can operate from the initial steps of neural differentiation to the post-crossing stages in commissural neurons.

### The growth of pre-crossing commissural axons depends on genes activated by DATT during SC development

At the end of the 19th century, Ramón y Cajal proposed that FP cells secreted attractants for commissural axons that extend ventrally in the developing SC (Ramon y Cajal, 1911). To date, three FP-derived chemoattractive factors have been identified, netrin 1 (Kennedy et al., 1994), Shh (Charron et al., 2003) and vascular endothelial growth factor (VEGF) (Ruiz de Almodovar et al., 2011). However, only netrin 1 promoted the growth of axons and was required for the midline crossing (Moreno-Bravo et al., 2019; Wu et al., 2019). PANTHER pathway analysis informs that DATT positively regulates cell adhesion and axon guidance genes relevant during commissural neuron differentiation. Different receptors interact with netrin 1, such as DCC, UNC5C, Neo1 and Robo3 (Chédotal, 2019), and midline crossing by commissural axons is drastically reduced in mutant mice in which netrin 1, DCC or Robo3 are deleted (Serafini et al., 1996; Fazeli et al., 1997; Long et al., 2004). Although commissural axon crossing is normal in a severe hypomorphic Neo1 mouse model, it potentiates the effects caused by deleting DCC (Xu et al., 2014). The phenotype we observed after the suppression of Tcf-dependent transcription in chick SC is very similar to the one reported for DCC deletion, despite the fact that the *DCC* gene is lost in birds from the chicken family (Patthey et al., 2017). Interestingly, *NEO1* mRNA is expressed in developing chick SC in a pattern resembling that of mouse *Dcc* rather than *Neo1* mRNA, suggesting that, in chicken, the functions of DCC could have been assumed by Neo1 (Phan et al., 2011). Notably, *NEO1* was one of the genes for which expression was significantly downregulated after Tcf transcription inhibition. However, the Slit/Robo pathway is required for the correct axon guidance of post-crossing commissural axons through a repulsive mechanism exerted by Slit proteins secreted by the FP (Chédotal, 2019). 

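NEO1, which encodes the netrin receptor neogenin, fell from a log2 signal of 9.82 ± 0.35 (SD, n = 3) in Tubb3::CAG:control cells to 7.81 ± 0.21 (SD, n = 3) in Tubb3::CAG:TcfEnR cells (SE of the difference 0.20, adjusted p = 6.19e-05 from limma). A second NEO1 probe set fell by 1.52 (SE 0.16, adjusted p = 8.6e-05 from limma). RGMA, a repulsive ligand of neogenin, fell by 1.89 (SE 0.16) on the log2 scale. The receptor gene UNC5C had log2 fold changes of −1.73 (SE 0.15) with its brighter probe set and −3.17 (SE 0.20) with the other, whereas UNC5B, named after its value was seen, rose by 1.73 (SE 0.28) with its brighter one. NTN1, the netrin 1 gene, instead rose from 7.29 ± 0.22 (SD, n = 3) to 8.06 ± 0.13 (SD, n = 3) (adjusted p = 0.00295 from limma). In the Shh pathway, which also attracts commissural axons to the midline, the receptor gene BOC had a log2 fold change of −1.08 (SE 0.16) and SHH one of −0.91 (SE 0.21).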

In accordance, midline crossing is perturbed in Slit1, Slit2 and Slit3 triple knockouts (Long et al., 2004) or Robo1 and Robo2 double knockouts (Jaworski et al., 2010). Here, we have shown that DATT induces the expression of genes classified by PANTHER pathway analysis into the category called ‘axon guidance mediated by Slit/Robo’. Robo1 and Robo2 are expressed early in pre-crossing commissural axons; however, Robo3 increasingly reduces their presence in the growth cones of these commissural axons as they approach the midline to allow its crossing, being re-established after crossing to avoid re-entering. Although much attention has been devoted to the repulsion effect that midline-located Slit produces on post-crossing axons that express Robo1 and Robo2, the lack of motor column avoidance by the descending commissural axons in Slit and Robo knockout mice demonstrates a function of the Slit/Robo system in pre-crossing axon guidance (Long et al., 2004; Jaworski et al., 2010). Remarkably, in Hamburger–Hamilton stage (HH)16-17 chick SC (equivalent to E9.5 in mice), in which most interneurons are still initiating the axon extension process, *ROBO1* and *SLIT2* mRNAs are abundant in the areas occupied by the cell bodies of dorsal interneurons and the motor neurons, respectively (Mambetisaeva et al., 2005). In addition to its function in axon guidance, Robo1 has been demonstrated to control the balance between direct and indirect neurogenesis in the differentiation of the cerebral cortex (Cárdenas et al., 2018). 

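N-cadherin was among the cadherin genes that fell most in Tubb3::CAG:TcfEnR cells. CDH2, its gene, fell from 10.44 ± 0.004 (SD, n = 3) to 6.86 ± 0.10 (SD, n = 3), and a second probe set fell by 3.71 (SE 0.19) on the log2 scale. CDH20, CDH7 and CDH6, cadherin genes of subsets of neural and neural crest cells, had log2 fold changes of −3.73 (SE 0.42), −3.29 (SE 0.26) and −3.10 (SE 0.14). The atypical cadherin gene FAT3 fell from 10.31 ± 0.25 (SD, n = 3) to 7.65 ± 0.09 (SD, n = 3). The adjusted p from limma was 1.59e-06 for CDH2, 0.000138 for CDH20, 2.08e-05 for CDH7, 2.89e-06 for CDH6 and 5.45e-06 for FAT3. A fold change of at least 4 was reached by 10 genes of the cadherin and catenin list that fell and by 1 that rose, CDH22, named after its value was seen (log2 fold change 2.47, SE 0.18). In the same TcfEnR arrays, the median log2 difference of cell cycle genes from the control mean was −1.54, −1.82 and −1.73.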

The PANTHER pathway analysis showed the cadherin signaling pathway as the pathway with the second-highest combined score. Interestingly, N-cadherin dysregulation alters commissural projections in the SC; its overexpression markedly affected the navigation of post-crossing commissural axons, and its knockdown significantly reduced the presence of commissural axons (Yang et al., 2016). Our *in silico* analysis predicted *TCF7L2* as one of the main transcription factor genes regulating the aforementioned PANTHER pathways. In our study, *TCF7L2* knockdown entirely reproduced the phenotype induced by the suppression of Tcf-dependent transcription. Similarly, the pathfinding defects of the thalamocortical axons of forebrain-specific *Tcf7l2*-deficient mice were attributed to the downregulation of cell adhesion and axon guidance genes during the thalamic and habenular neuron differentiation (Lee et al., 2017; Lipiec et al., 2020). In addition, the *Neurod6:Ctnnb1^Ex3^* mouse, which expressed a stabilized form of β-catenin during the differentiation of cortical excitatory neurons, presented as the main phenotype a lack of hippocampal commissure (Morgan-Smith et al., 2014). In summary, our data and the abovementioned studies indicate that the genes regulated by β-catenin/TCF7L2 play important roles in axon pathfinding during neuronal differentiation.

## MATERIALS AND METHODS

### Commercial antibodies and chemicals

The following antibodies and reagents were used (the concentration indicated is the one used for immunohistochemistry): mouse antibodies against β-catenin (Sigma-Aldrich, C7207; 1:200) or Tubb3 (Covance, MMS-435P; 1:5000); rabbit antibodies against Sox2 (Invitrogen, 48-1400; 1:500) or RFP (our laboratory, Rb2; 1:5000); goat antibody against Robo3 (R&D Systems, AF3076; 1:500); Rhodamine–Phalloidin (Invitrogen, R415; 1:250).

### DNA constructs

#### Protein expression

pCIG (CMV-IE enhancer/b-actin promoter-IRES-nuclear GFP); pCS2-mRFP (CMV-IE94 promoter membrane RFP); Tubb3:Cre (TUBB3 enhancer/TK minimal promoter-CRE); CAG:LoxP·mGFP (b-actin promoter/CMV-IE enhancer-Lox-PolyA-Lox-IRES-mGFP); Top:LoxP·mGFP (5xWnt response element/TK minimal promoter-Lox-PolyA-Lox-IRES-mGFP); CAG:LoxP·TcfEnR (fusion of engrailed repressor to Tcf3 HMG box, cloned in CAG:LoxP·mGFP); CAG:LoxP·sβ-Cat·mGFP (β-catenin^S33Y^ cloned in CAG:LoxP·mGFP); CAG:LoxP·LRPdn (LRP6 with a C-terminus deletion cloned in CAG:LoxP·mGFP); CAG:LoxP· sβ-CatΔC (β-catenin^S33Y^ with a C-terminus deletion cloned in CAG:LoxP·mGFP); TopFlash (5xWnt response element/TK minimal promoter luciferase); Top:mGFP (5xWnt response element/TK minimal promoter membrane-GFP); Top:dGFP (5xWnt response element/TK minimal promoter dGFP); Top:H2B·RFP (5xWnt response element/TK minimal promoter histone2b·RFP).

#### shRNAs

pSHIN (H1 promoter for shRNAs plus SRα promoter for EGFP) was used to clone the following shRNAs: shScrambled, 5′-CCGGTCTCGACGGTCGAGT-3′ (control shRNA); shLEF1, 5′-CCCAGAACATCCAACAAGG-3′; shTCF7, 5′-CGCGGGACAACTACGGAAA-3′; shTCF7L1, 5′-ATGGGCGATGAAGCCAGGA-3′; shTCF7L2, 5′-TGAGCACTTCACACCAGGA-3′; shFOXM1, 5′-GCATCAACTCCTACCTTGT-3′.

### Affymetrix GeneChip arrays

Plasmid DNA encoding Tubb3:Cre and either CAG:LoxP·mGFP or CAG:LoxP·TcfEnR were co-electroporated into E3 chicken embryos for 24 h to produce either Tubb3::CAG:TcfEnR (suppression of Tcf-dependent transcription in neurons) or Tubb3::CAG:control (controls). Then, GFP^+^ neural tubes were dissected from the embryos under a fluorescence dissection stereomicroscope (Leica). For each experimental replicate, 20-25 dissected NTs of the same conditions were pooled, and a single-cell suspension was obtained following 10-15 min incubation with trypsin-EDTA (Sigma-Aldrich). GFP fluorescent cells were sorted using an FACS Aria III cell sorter (BD Biosciences). After cell sorting, total RNA was extracted by an RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer's instructions. The quality and quantity of purified RNA were verified by Agilent Bioanalyzer 2100, and, subsequently, the RNA was hybridized and processed in accordance with the manufacturer's instructions (Affymetrix GeneChip Chicken Genome Array). The data were processed with the RMA algorithm. The data from three biological replicates of each experiment were averaged, and differentially expressed genes were selected. The results were filtered using thresholds of (log2 FC) ≥2 (TcfEnR-upregulated genes) or (log2 FC) ≤−2 (TcfEnR-downregulated genes) and *q*-value (adjusted *P*-value) ≤0.05. Affymettrix data are in GEO, accession number GSE234518.

### Chick embryo *in ovo* electroporation

Eggs from White-Leghorn chickens were incubated at 37.8°C in an atmosphere of 45% humidity, and the embryos were staged according to Hamburger and Hamilton (1992). Chick embryos were electroporated with column-purified plasmid DNA in H_2_O containing Fast Green (Merck, F7252-5G; 0.5 µg/µl). Briefly, plasmid DNA was injected into the lumen of HH12 (E2) or HH18 (E3) NTs, electrodes were placed on either side of the NT, and electroporation was carried out by applying five 50 ms square pulses using an Intracel Dual Pulse (TSS10) electroporator set at 25 V. Transfected embryos were allowed to develop to the specific stages and then dissected under a fluorescence dissecting microscope (Leica). In our conditions, HH12 embryos electroporated for 24, 36 and 48 h typically reached stages HH18, HH21 and HH23, respectively; HH18 embryos electroporated for 24 h and 24 h reached stages HH23 and HH26, respectively. Embryos that did not develop to the expected stages were discarded. To stage the different embryos we used the staging guide published in https://embryology.med.unsw.edu.au/embryology/index.php/Hamburger_Hamilton_Stages.

### Immunostaining and confocal fluorescence microscopy

Embryos were fixed overnight at 4°C in 4% PFA (4% paraformaldehyde in PBS) and then sectioned at 60 μm thickness with a vibratome (Leica, VT1000S). Immunostaining was performed following standard protocols. The entire procedure was carried out using PBT-BSA (PBS containing 0.1% Triton X-100, 0.1% bovine serum albumin and 0.05% sodium azide) using a gently rocking platform. Sections were pre-washed for 30 min at room temperature (RT), incubated overnight at 4°C with primary antibodies, washed three times for 20 min, incubated for 2 h at RT with Alexa Fluor- or cyanine-conjugated secondary antibodies, washed three times, and mounted with Fluoromount (Sigma-Aldrich). Slices were examined at 18°C on a Leica SP5 (20×/0.7 NA, 40×/1.25 1.25 objective) controlled under the Leica LAS software or a Zeiss Lsm 780 (25×/0.57 NA, 40×/1.3 NA, 63×/0.18 NA objective) multiphoton microscope controlled under the LSM Software ZEN 2.1. Images were manipulated using ImageJ software.

### *Ex vivo* chick NT slice culture and time-lapse imaging

Embryos were electroporated at stage HH18 (E3). After 24 h of incubation, GFP transfected areas were dissected in ice-cold L15 medium (Sigma-Aldrich, L4386) and embedded in 3% low-gelling-temperature agarose dissolved in neurobasal medium (Invitrogen) to be later sectioned at 250 μm thickness with a vibratome (Leica, VT1000S). Next, selected sections were placed on a 35 mm glass-bottom Petri dish (ibidi) and embedded in 0.5% low-gelling-temperature agarose dissolved in neurobasal medium. Slices were cultured in 2 ml neurobasal medium supplemented with B-27 (Thermo Fisher Scientific, 17504044) containing 2 mM L-glutamine. For time-lapse imaging, images were acquired every 5 min (160 *z*-planes spaced 0.93 µm, images of 1565×1024 pixels) with a Dragonfly 500 (Oxford Instruments) using a 20× objective (0.75 NA) (Fig. 5G, Movie 1) or every 10 min (20-25 *z*-planes spaced 1.5 µm, images of 1024×1024 pixels) with a Zeiss LSM780 confocal microscope using a 25× objective (0.80 NA) (Fig. 5I, Fig. 6E, Fig. S3B, Movies 2-4). The culture was maintained at 37.5°C in a humid atmosphere (95% air, 5% CO_2_). Images were processed using ImageJ/Fiji software.

### Whole-mount immunolabeling and optical clearing

HH18 (E3) chick embryos were electroporated for 24 h (E3+24 hpe) with pCS2-mRFP plus pSHIN-shTCF7L2 or pSHIN-shControl. Embryos were collected in ice-cold PBS, blood was drained out, and extraembryonic membranes were removed. Clean embryos were fixed overnight in 4% PFA at 4°C in a rotating wheel and for 1 h at RT, and finally washed three times for 1 h each with PBS. Whole-mount immunolabeling was carried out with modification of the iDISCO protocol (Renier et al., 2014).

#### Pre-treatment

Embryos were dehydrated through a freshly prepared methanol/PBS series (25%, 50%, 75% and finally 100% twice), 1 h each at RT. Next, embryos were bleached overnight at 4°C with ice-cold methanol containing 5% H_2_O_2_ and 20% dimethyl sulfoxide (DMSO). After that, embryos were washed at RT three times in methanol for 1 h each, once in methanol containing 20% DMSO for 2 h, and rehydrated in a freshly prepared methanol/PBS series (75%, 50%, 25% and 0%), 1 h each at RT. Finally embryos were washed twice with PBS containing 0.2% Triton X-100 for 1 h each at RT before immunostaining.

#### Immunostaining

Pre-treated embryos were incubated in PBS containing 0.2% Triton X-100, 20% DMSO and 0.3 M glycine overnight at 37°C in a shaker at 80 rpm. The next day, embryos were blocked with PBS containing 0.2% Triton X-100, 10% DMSO and 6% fetal bovine serum (FBS) at 37°C in a shaker at 80 rpm for 1 day. Then, embryos were washed twice in PBS containing 0.2% Tween 20 and 10 µg/ml heparin (PTwH) for 1 h each. After that, embryos were incubated with primary antibodies overnight at 37°C and 80 rpm, in PTwH containing 5% DMSO and 3% FBS (goat anti-Robo3 at 1:300 and rabbit anti-RFP at 1:300). The next day, embryos were washed in PTwH for 10 min, 15 min, 30 min, 1 h, 2 h and 4 h, and then incubated with the secondary antibodies in PTwH contain 3% FBS overnight at 37°C and 80 rpm [anti-rabbit Alexa Fluor 555 (Thermo Fisher Scientific, A-21428) and anti-goat Alexa Fluor 647 (Thermo Fisher Scientific, A-21447) at 1:300]. Finally embryos were washed in PTwH for 10 min, 15 min, 30 min, 1 h, 2 h and 4 h stored at 4°C in PBS before clearing.

#### Optical clearing

After washing with PBS for 30 min, chick embryos were embedded into a 0.8% solution of low-melting agarose (Sigma-Aldrich, A9045) diluted in MilliQ water to enable easy mounting of the sample in our custom light-sheet system. We used a 5 ml syringe as a mold for that. For refractive index (RI) matching between the sample and the embedding agarose, the blocks containing the tissue were first dehydrated with three incubation changes of methanol 100% at 4°C and finally immersed in a 1:2 mixture of benzyl alcohol (Sigma-Aldrich, 2412-1l) and benzyl benzoate (Sigma-Aldrich, W213802-1KG-W) (BABB), at RT for 2-3 days before imaging.

### Light-sheet fluorescence microscopy

Once the RI was matched, 3D imaging of the entire tissue was carried out using light-sheet fluorescence microscopy. For the mesoscopic analysis of the embryos, light-sheet fluorescence macroscopy based on a custom instrument (MacroSPIM) was used (Kennel et al., 2018). In brief, the agarose block containing the embryo was placed vertically on an underlying rotation platform inside a 2 mm wall quartz cuvette and immersed in BABB. Imaging was performed horizontally with a AZ100 M macroscope lens system (Nikon) at a magnifications of 9.6×, yielding respective pixel size *xy*=0.677 µm, with *z*-steps of 2.5 µm. The light-sheet waist was adjusted to yield ∼4.5-5 µm axial resolution. Fluorescence of Alexa Fluor 555 was excited with a 561 nm DPSS laser and collected with a ‘brightline’ filter BP609/54 (Semrock), and fluorescence of Alexa Fluor 647 was induced with a 638 nm solid-state laser, collected with a ‘Edge basic’ 635 LP (Semrock). Images were captured by a Flash4.0 v2 SCMOS camera (Hamamatsu), and 3D reconstruction images were generated using ImageJ/Fiji software.

### Chick embryonic fibroblast (CEF) cultures and electroporation

CEFS were obtained from chick embryos at HH30-35 (7-9 days of development). The embryos were mechanically disaggregated with forceps and then treated with trypsin-EDTA for 15 min at 37°C. DNAse I (final concentration 100 U/ml) was added to digest the DNA resulting from cell damage, and trypsin was inactivated by adding one volume of culture medium with 10% FBS. The cell suspension was centrifuged for 5 min at 300 ***g*** to eliminate aggregates, and the supernatant was resuspended in Opti-MEM™ (Thermo Fisher Scientific, 31985062) at the desired cell concentration. For electroporation, CEFs were resuspended at 15,000,000 cells/ml. Cell cultures were maintained in an atmosphere of 5% CO_2_ at 37°C.

Transient transfection of CEFs was carried out with an electroporator (Microporator MP 100, Digital Bio) applying a pulse of 1200-1400 V for 20 ms. Transfected cells were seeded according to the experiment to be carried out. For RT-qPCR experiments, 1.5-3 million cells per well were seeded in six-well culture plates and grown for 24 h.

### *In situ* hybridization

HH18 chick embryos were fixed overnight at 4°C with 4% PFA. The next day, embryos were dehydrated with increasing concentrations of methanol (25%, 50%, 75% and 100%) in PBT buffer (PBS containing 0.1% Tween 20) until performing the procedure. Whole-mount *in situ* hybridization was performed following standard procedures. To detect chick *CTNNB1* mRNA, the following 1046 bp probes were used: 1, 5′-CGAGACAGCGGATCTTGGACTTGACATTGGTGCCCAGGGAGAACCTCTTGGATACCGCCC-3′; 61, 5′-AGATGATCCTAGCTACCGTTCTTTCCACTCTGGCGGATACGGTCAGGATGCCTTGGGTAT-3′; 121, 5′-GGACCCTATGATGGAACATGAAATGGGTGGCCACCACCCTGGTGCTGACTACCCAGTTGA-3′; 181, 5′-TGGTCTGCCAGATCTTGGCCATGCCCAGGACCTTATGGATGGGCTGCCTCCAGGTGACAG-3′; 241, 5′-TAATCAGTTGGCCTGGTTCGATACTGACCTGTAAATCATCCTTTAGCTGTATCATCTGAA-3′; 301, 5′-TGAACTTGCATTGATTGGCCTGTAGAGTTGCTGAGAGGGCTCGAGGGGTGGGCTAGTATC-3′; 361, 5′-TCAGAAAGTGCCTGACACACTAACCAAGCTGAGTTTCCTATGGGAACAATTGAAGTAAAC-3′; 421, 5′-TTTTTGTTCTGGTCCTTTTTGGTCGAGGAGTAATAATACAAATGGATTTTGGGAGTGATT-3′; 481, 5′-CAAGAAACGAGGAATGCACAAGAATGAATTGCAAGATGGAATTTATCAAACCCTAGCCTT-3′; 541, 5′-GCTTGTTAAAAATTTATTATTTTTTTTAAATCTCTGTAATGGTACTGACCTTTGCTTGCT-3′; 601, 5′-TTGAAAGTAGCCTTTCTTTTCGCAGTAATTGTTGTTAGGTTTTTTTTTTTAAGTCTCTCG-3′; 661, 5′-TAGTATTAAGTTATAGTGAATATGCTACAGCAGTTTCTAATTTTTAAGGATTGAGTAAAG-3′; 721, 5′-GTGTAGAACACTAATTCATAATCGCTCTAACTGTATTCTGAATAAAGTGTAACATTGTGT-3′; 781, 5′-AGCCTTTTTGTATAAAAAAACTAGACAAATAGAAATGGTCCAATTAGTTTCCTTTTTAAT-3′; 841, 5′-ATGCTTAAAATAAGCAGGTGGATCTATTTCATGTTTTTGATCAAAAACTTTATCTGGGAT-3′; 901, 5′-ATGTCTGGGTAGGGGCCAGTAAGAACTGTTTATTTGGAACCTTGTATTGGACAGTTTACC-3′; 961, 5′-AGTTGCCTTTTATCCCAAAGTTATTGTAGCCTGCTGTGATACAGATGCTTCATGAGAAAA-3′; 1021, 5′-ATGCAGTTATAAAATGGTTCAAAATT-3′.

The probes to detect chick *LEF1*, *TCF7*, *TCF2L1* and *TCF7L2* mRNAs were generously provided by Dr Elisa Marti (Alvarez-Medina et al., 2008). Hybridized embryos were post-fixed in 4% PFA, embedded in 5% agarose–10% sucrose blocks and then sectioned with a vibratome (Leica, VT1000S) at 60 μm thickness. Sections were photographed with an Olympus DP72 digital color camera attached to a Nikon E600 microscope. The data show a representative image obtained from three embryos.

### *In vivo* luciferase reporter assay

Embryos were electroporated with the DNAs indicated together with a 5xTcf-BS luciferase reporter construct containing synthetic Tcf-binding sites (TopFlash), as well as with a Renilla construct (Promega) for normalization. GFP-positive NTs were dissected at 48 hpe and homogenized in Passive Lysis Buffer (Promega, E1910). Firefly and Renilla luciferase activity was measured by the Dual Luciferase Reporter Assay System (Promega).

### Immunofluorescence intensity quantification in fixed tissue slices

Five or six successfully transfected embryos were always used to generate the slices used for quantification. To avoid bias during image acquisition for parameter quantification, we implemented a coding system that concealed the true identity of each image until after analysis. The images were acquired using the same gain and laser parameters. In order to compare the fluorescence intensity in the axons of different compartments, specifically funiculi and commissure, across different treatments, and to make it independent of the transfection level, it was crucial to reference it to the fluorescence measured in the somas of the neurons that emitted the axons. To define the soma regions, both Robo3 and Tubb3 staining were utilized. For each area of interest, the area, integrated density and mean gray value were measured. Three neighboring selections with no fluorescence were also measured for background readings. The areas of interest were delineated using the freehand line tool in ImageJ/Fiji, with Robo3 or Tubb3 staining as references. To normalize the intensity of GFP fluorescence in the axons, the following formula was used:

normalized GFP intensity in axons=(GFP intensity in axons within the region of interest−mean fluorescence of background readings)/(GFP intensity in somas within Robo3^+^ or Tubb3^+^ region−mean fluorescence of background readings).

First, the mean GFP intensity in the axons within the region of interest (ROI) was measured, with the average background fluorescence subtracted. Then, the mean GFP intensity in the soma of commissural cells (within the Robo3^+^ or Tubb3^+^ region) was calculated, also with the average background fluorescence subtracted. Finally, the first value was divided by the second value to obtain the normalized GFP intensity in the axons.

### Fluorescence intensity quantification in *ex vivo* time-lapse imaging

For Top-GFP fluorescence quantification (Fig. 5H,J), the *z*-planes containing the entire studied cell were manually selected and flattened into a single 2D image per each time point. An ROI was defined manually for the entire time sequence and the background was subtracted with ImageJ built-in rolling ball algorithm using a rolling ball radius of 25 pixels (0.34 µm/pixel). The IFD of the ROI was measured with ImageJ and represented as the percentage of the maximum. For β-catenin·RFP fluorescence quantification (Fig. 6F, Fig. S4C), ROIs containing the apical pole and the nucleus were manually defined for each time point. The mean fluorescence intensity of the mentioned ROIs and three neighboring selections with no fluorescence (background measurements) were calculated with ImageJ for the β-catenin·RFP channel at each time point. β-catenin·RFP fluorescence intensity was generated by calculating the mean β-catenin·RFP intensity within the ROI after subtracting the background.

### Statistical analyses

GraphPad Prism 6 software was used for statistical analysis. A normality study of the data was carried out in all experiments through the D’Agostino–Pearson test. For statistical analysis, different statistical tests were used depending on the nature of the data to be compared, as suggested by GraphPad Prism built-in assistance. These are indicated in individual figure legends (unpaired two-tailed *t*-test was used in Fig. S2C).

Quantitative data with normal distribution are expressed as the mean±s.e.m. In all cases, a degree of significance was established with a *P*-value <0.05. A confidence limit greater than 95% was established.

## Supplementary Material

10.1242/develop.201651_sup1 Supplementary information

# Supplementary material for: Neurogenesis redirects β-catenin from adherens junctions to the nucleus to promote axonal growth
**Source:** Development. 2023 Aug 24;150(16):dev201651. doi: 10.1242/dev.201651
**Supplement:** Supplementary information

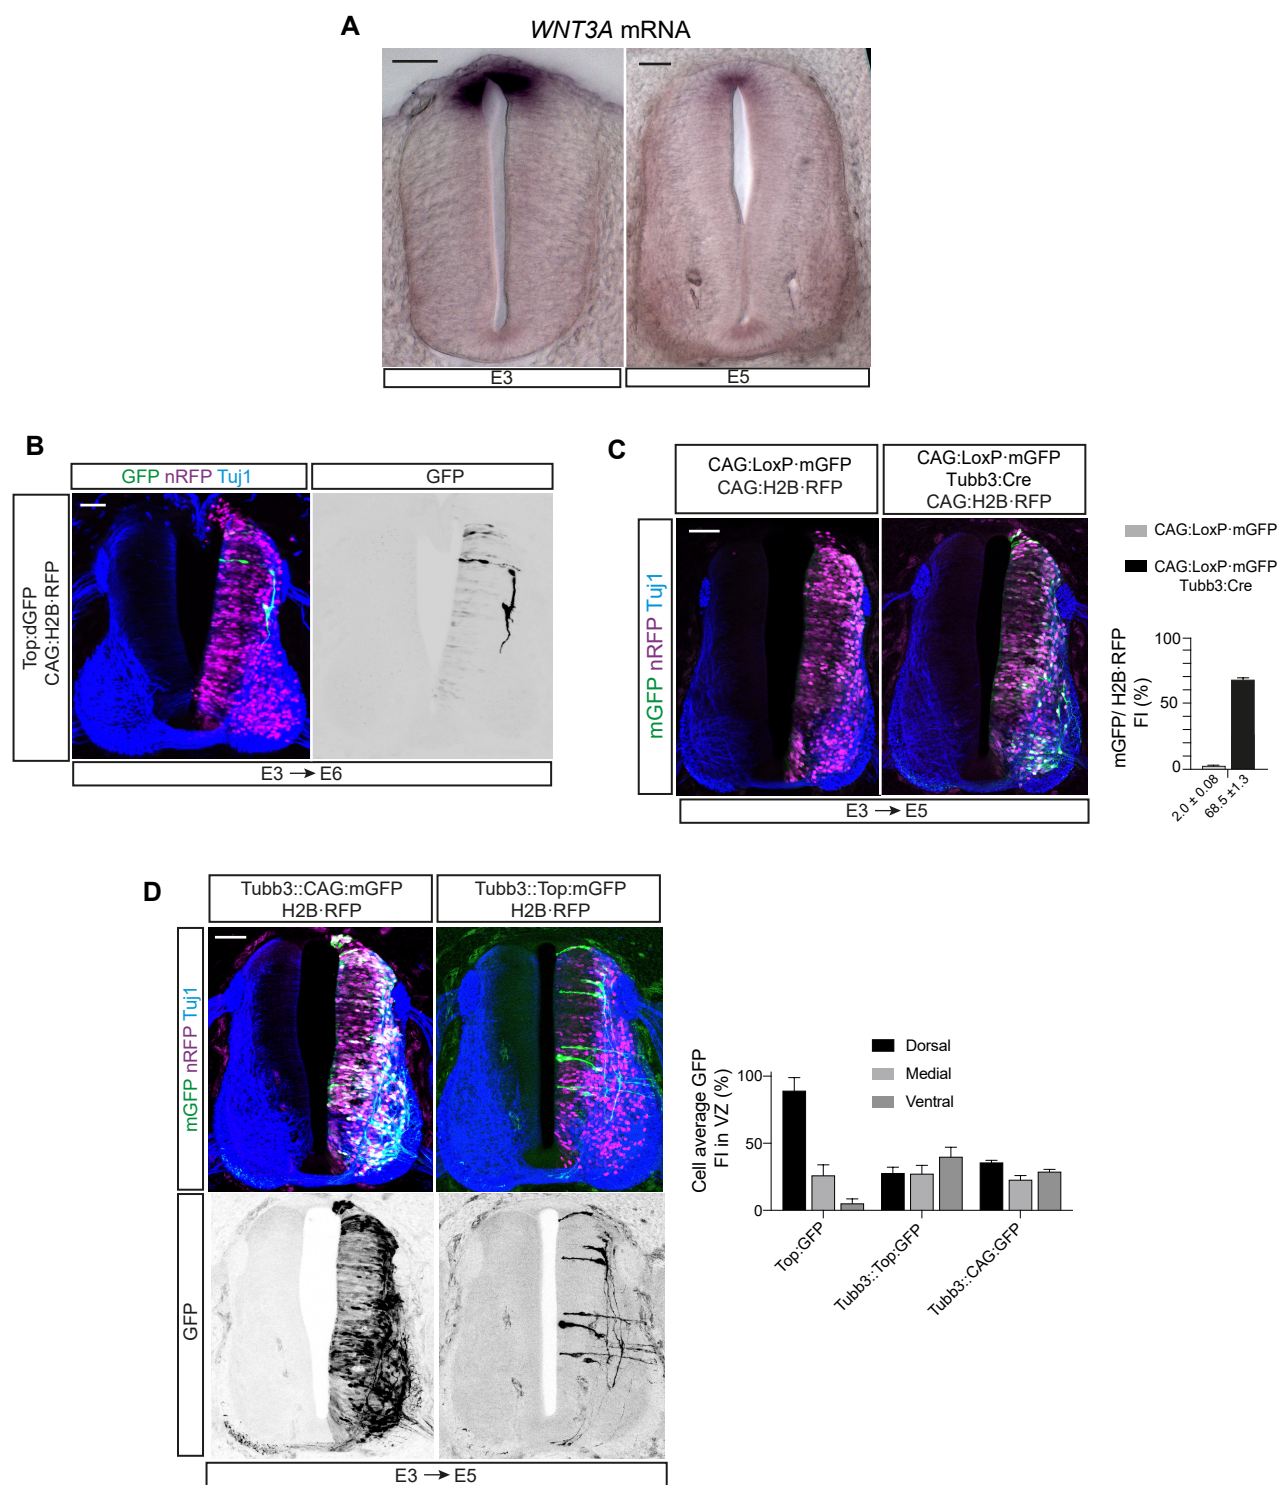

Fig. S1. (A) In situ hybridization showing *WNT3A* mRNA distribution in transverse sections of E3 and E5 chick SC. Scale bar = 50 μ m. (B) E3 chick NTs electroporated for 72 h (E3 + 24 h) with Top:dGFP (destabilized GFP, green) and CAG:H2B-RFP (nuclear RFP, magenta). Transverse SC slices were stained with Tuj1 antibody (blue). dGFP is shown alone in greyscale at the right-handed panel. (C) E3 chick NTs electroporated for 48 h (E3 + 24 h) with CAG:LoxP-GFP plus CAG:H2B-RFP without (left panel) or with (right panel) Tubb3:Cre. The bar-graph shows the ratio of fluorescence intensity between mGFP and H2BRFP in ventricular zone (D) E3 chick NTs electroporated for 48 h (E3 + 24 h) with Tubb3::CAG:mGFP (shows all transfected neurons, membrane, green) or Tubb3::Top:mGFP (shows the Tcf/Lef activity in transfected neurons, membrane, green) and CAG:H2B-RFP (shows nucleus, magenta). E5 transverse SC slices were stained with anti Tuj1 antibody (stains all neurons, blue). The bar-graph shows the mean GFP fluorescence intensity in the dorsal, medial and ventral ventricular zone in neural tubes with the indicated transfections.

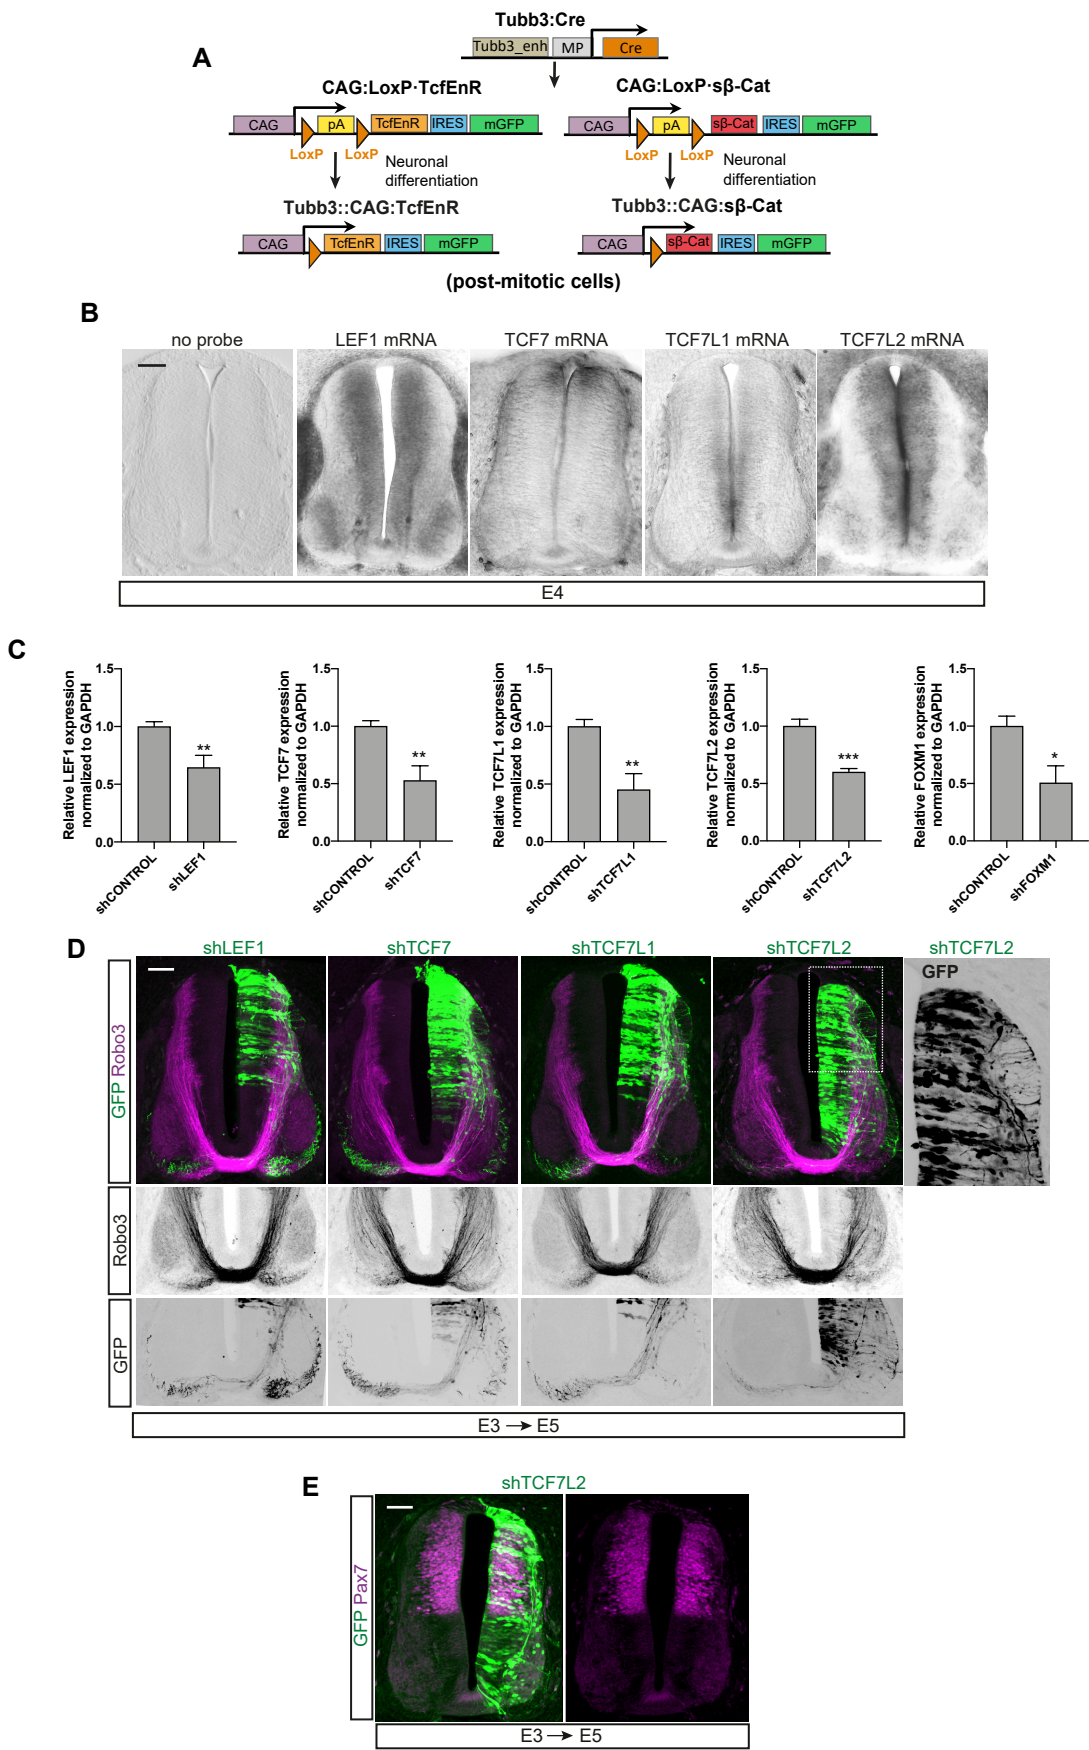

Fig. S2. (A) Scheme of vectors used to generate *Tubb3::CAG:TcfEnR* and *Tubb3::CAG:sβ-Cat* embryos. (B) In situ hybridization showing in grey scale *LEF1*, *TCF7*, *TCF7L1* or *TCF7L2* mRNA distribution in transverse sections of E4 chick SC. (C) Bar-graph showing the efficiency of the different short-hairpin inhibitory RNAs (shRNAs) designed against the different *Tcf/Lef* transcription factors expressed in chick NTs and *FOXM1*. The shRNAs were cloned in the GFP expressing vector *pSHIN* and tested in chick embryonic fibroblast cultures by RT qPCR. (D) E3 chick NTs electroporated for 48 h (E3 + 24 h) with GFP-expressing *pSHIN* vectors encoding shRNAs against *LEF1*, *TCF7*, *TCF7L1*, or *TCF7L2*. SC transverse sections were stained with anti-Robo 3 antibody (magenta), and GFP (green) indicates transfection. The content of the area delimited by a dotted line in the shTCFL2 panel is magnified at the right-handed panel showing in greyscale the GFP channel. (E) E3 chick NTs electroporated for 48 h (E3 + 24 h) with an shRNA targeting *TCF7L2* (cloned in *pSHIN* vector), SC transverse sections were stained with anti Pax7 antibody (an interneuron marker, magenta), GFP (green) indicates transfection.

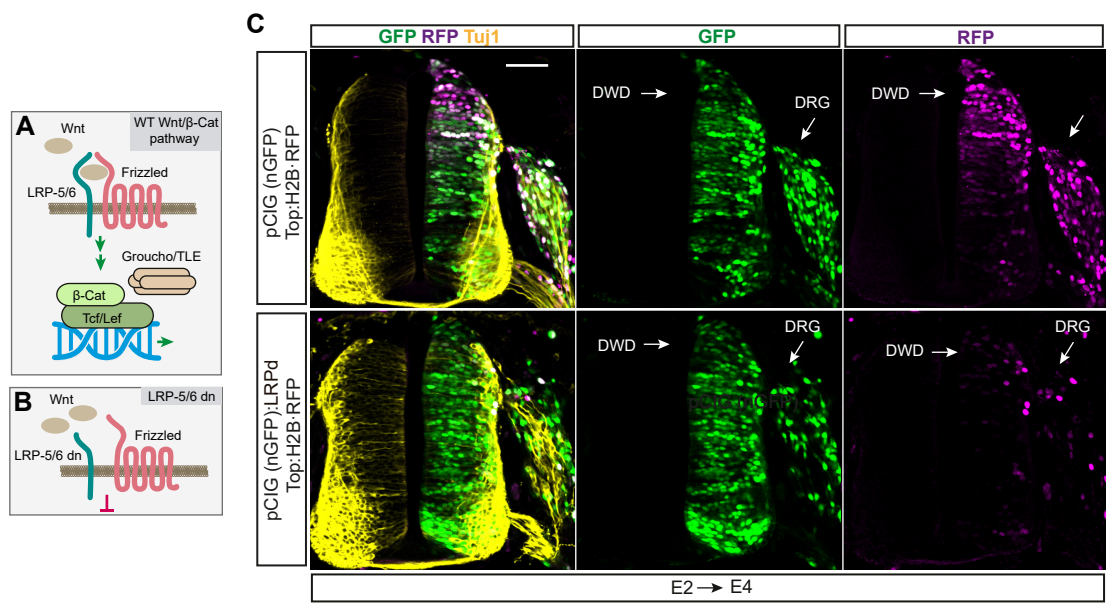

Fig. S3. (A) Simplified scheme illustrating wild-type canonical Wnt pathway where binding of Wnt proteins to Frizzled receptor and its co-receptor LRP 5/6 activates Tcf dependent transcription. (B) The pathway cannot be initiated at receptor level in the presence of a dominant negative form of LRP 5/6 with a C-terminal deletion. (C) E2 chick NTs electroporated for 40 h (E2 + 40 h) with TOP-H2B·RFP (expresses nuclear RFP under a Wnt response element, magenta) plus pCIG-LRPdn (expresses the dominant negative form of LRP5-6 and nuclear GFP as a bicistronic element) or pCIG (green). SC transverse sections were stained with Tuj1 antibody (yellow). In this case we observed that pCIG-LRPdn expression clearly inhibited the expression of TOP-H2B·RFP in the dorsal Wnt response domain and the dorsal root ganglia (DRG), two regions in which endogenous Wnt factors activate Wnt signalling in E2-E4 chick neural tubes.

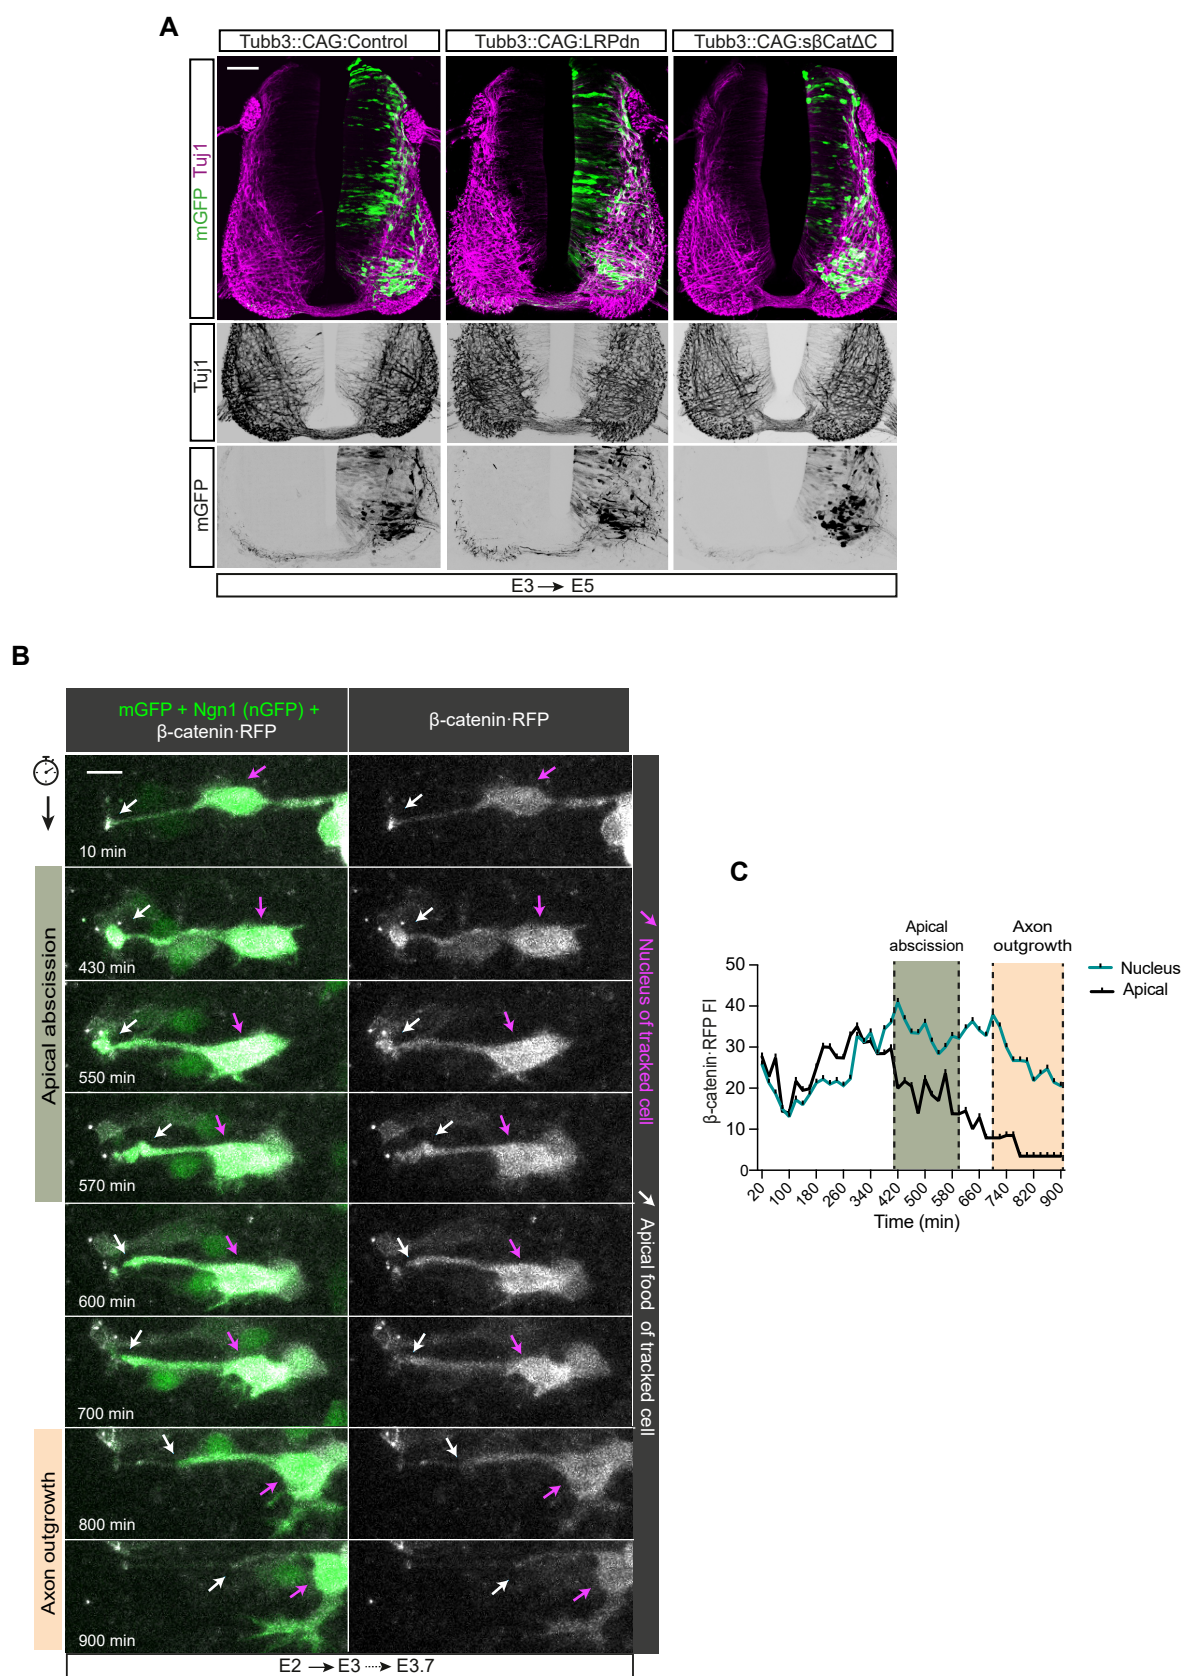

Fig. S4. (A) E3 chick NTs electroporated for 48 h (E3 + 24 h) with Tubb3::CAG:control, Tubb3::CAG:LRPdn or Tubb3::CAG:sβ-CatΔC. Transverse SC slices were stained with Tuj1 antibody (magenta). (B) Representative images of E2 chick NTs transfected for 24 h with mGFP (green, membrane), Ngn1 (green, nuclear GFP indicates transfection), and β-catenin-RFP (greyscale) and cultured ex vivo for 900 min (E2 + 24 h + 900 min). RFP signal is shown alone in greyscale in the right-handed panels. In each time-lapse, the position of the apical process and the nucleus of the tracked cell are indicated by white and magenta arrows, respectively. (C) The plot shows the RFP fluorescence intensity measured in the apical foot (black line) and the nucleus (green line) over time. Images were taken every 10 min. The shaded areas indicate the periods in which the apical abscission and axon outgrowth took place.

Table S1. Tubb3 dependent gene expression. The table contains three separated columns enumerating all the genes processed in the array, the genes that are upregulated and the genes that are downregulated.

[Click here to download Table S1](#)

Table S2. Tubb3 dependent gene expression meta data. The table contains the metadata of the Afimetrix gene expression study.

[Click here to download Table S2](#)

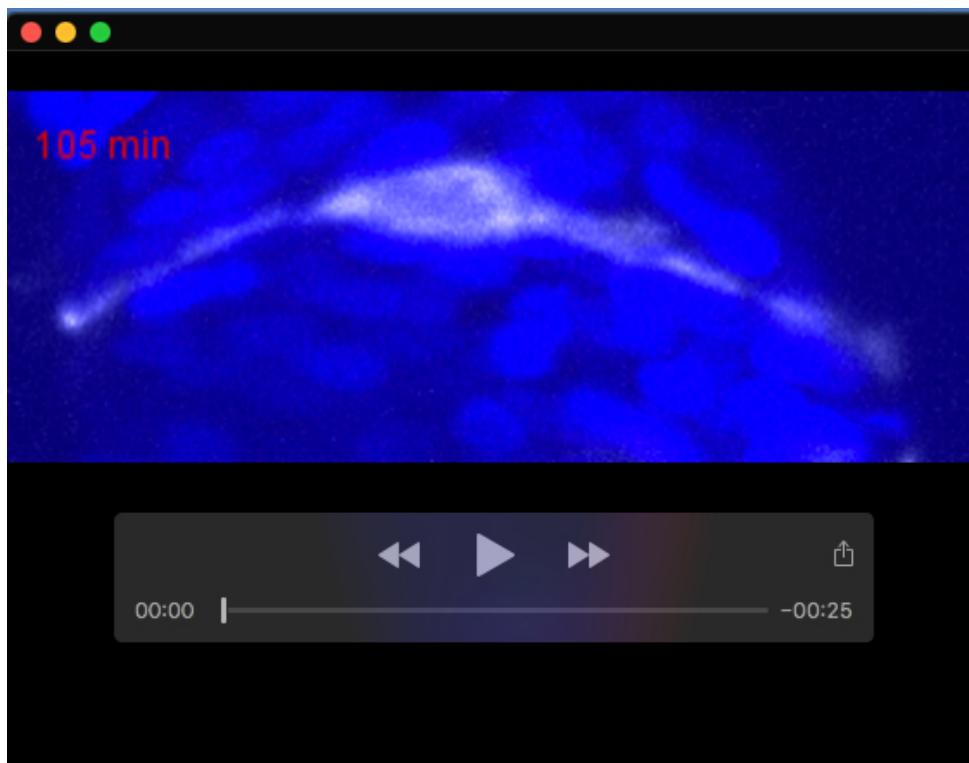

Movie 1. E3 chick NTs transfected for 24 h with **Tubb3::Top:mGFP** plus **CAG:H2b-RFP** and cultured *ex vivo* for 950 min (E3 + 24 h + 950 min). Images were taken every 5 min. mGFP (grey scale) levels reflects Top activity in neurons, nuclear RFP (blue) indicates transfection.

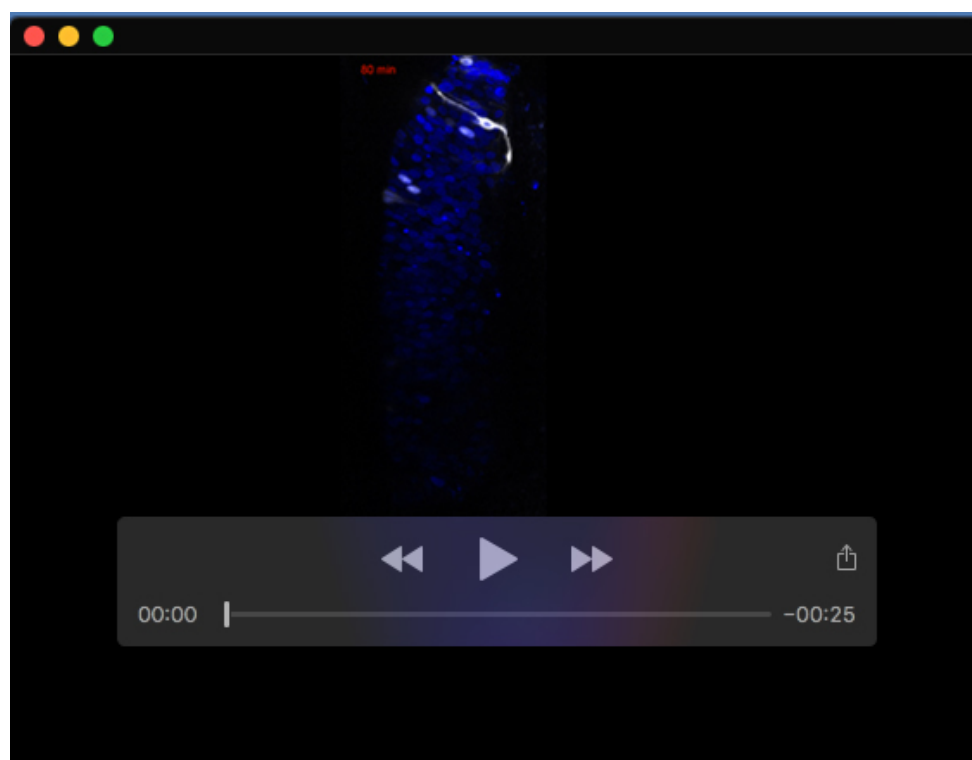

Movie 2. E3 chick NTs transfected for 24 h with **Tubb3::Top:mGFP** plus **CAG:H2b-RFP** and cultured *ex vivo* for 800 min (E3 + 24 h + 800 min). Images were taken every 10 min. mGFP levels reflect Top activity in neurons, nuclear RFP (blue) indicates transfection.

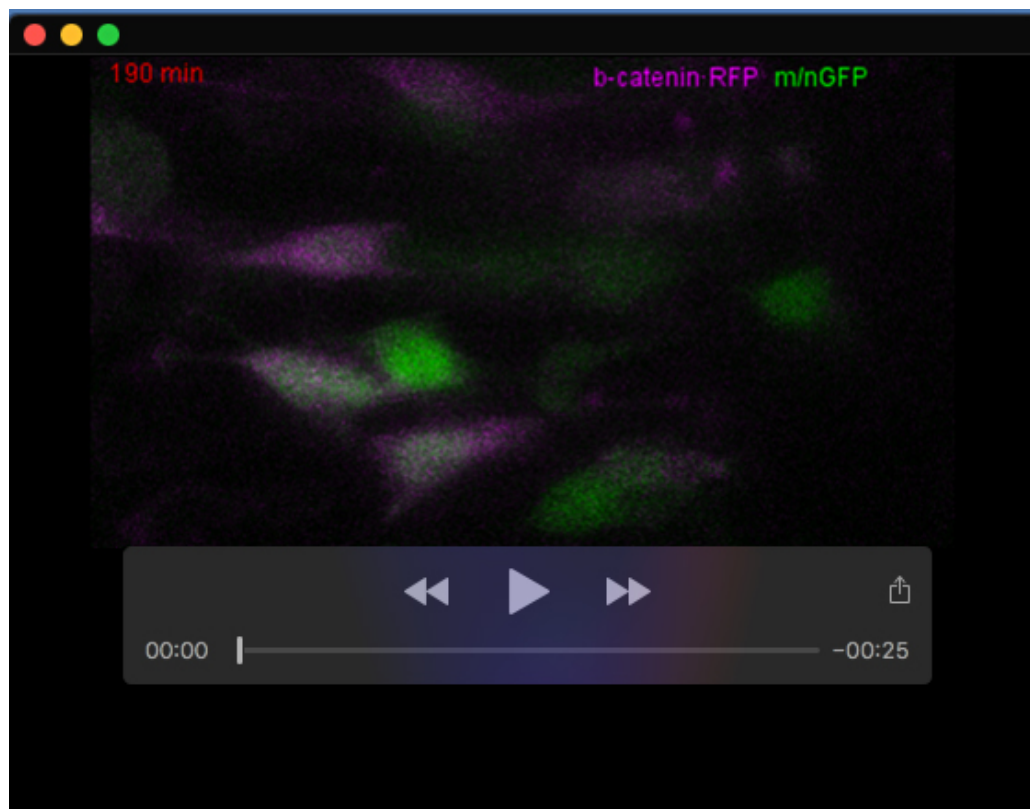

Movie 3. E2 chick NTs transfected for 24 h with mGFP (membrane GFP, green), Ngn1 (nuclear GFP, green) and β -catenin-RFP (magenta) and cultured ex vivo for 1040 min (E2 + 24 h + 1040 min). Following two channel images, β -catenin-RFP channel is shown separately in greyscale. Images were taken every 10 min.

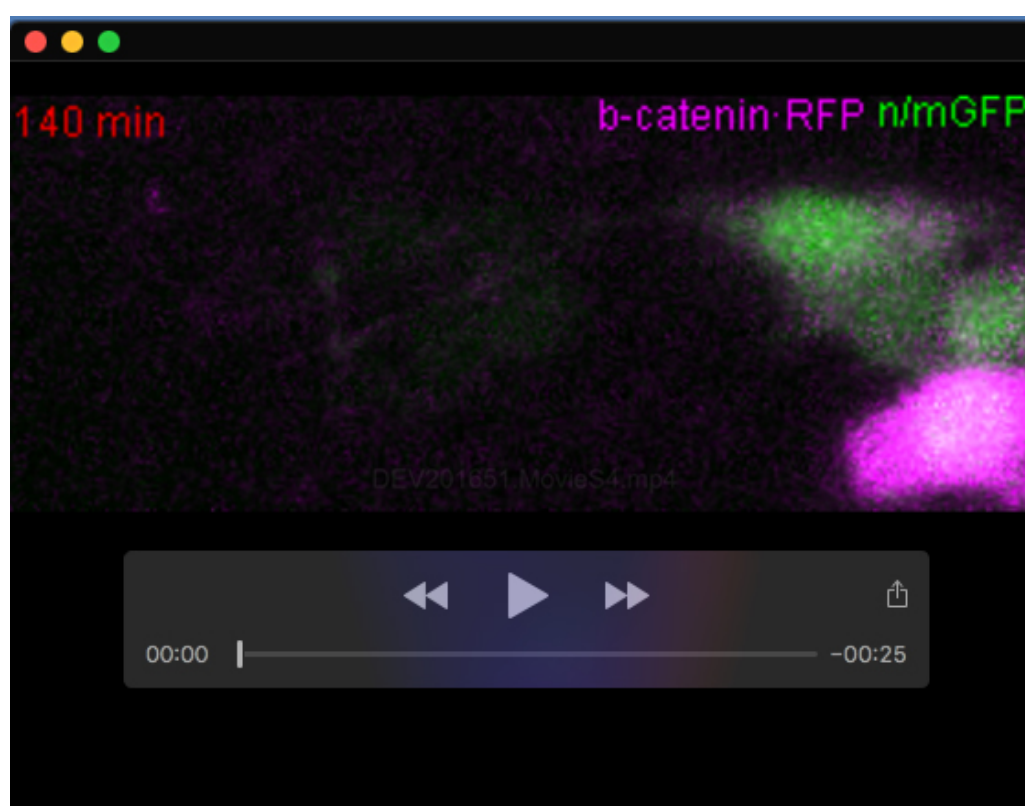

Movie 4. E2 chick NTs transfected for 24 h with mGFP (membrane GFP, green), Ngn1 (nuclear GFP, green), and β -catenin-RFP (magenta) and cultured ex vivo for 900 min (E2 + 24 h + 900 min). Following two channel images, β -catenin-RFP channel is shown separately in greyscale. Images were taken every 10 min.

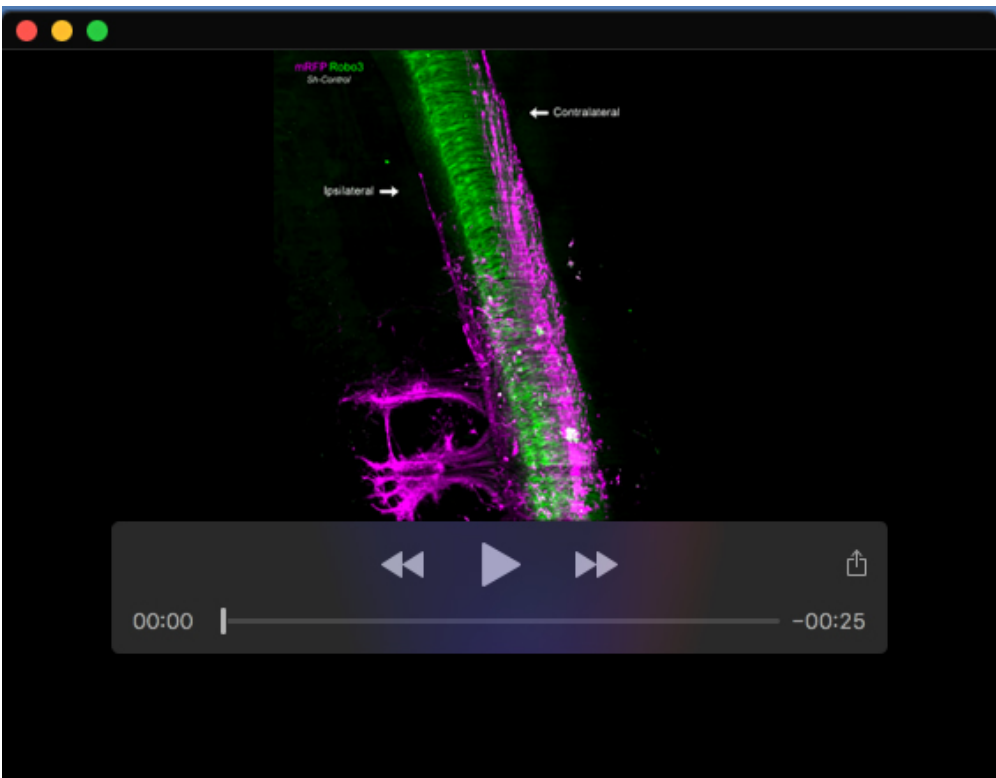

Movie 5. 360° view of 3D reconstruction of volume imaging performed through light sheet fluorescence microscopy at 9.6x of cleared E3 chick embryos electroporated for 24 h (E3 + 24 hpe) with pCS2-mRFP plus pSHIN-ShControl that were whole-mount immuno labeled with anti RFP (magenta) and anti Robo3 (green) antibodies. The RFP channel is shown alone in grey scale after the magenta/green sequence. The image shows 1° steps of a 360° rotation with the axis placed in the cranial-caudal direction. 3D reconstruction was generated with ImageJ/Fiji.

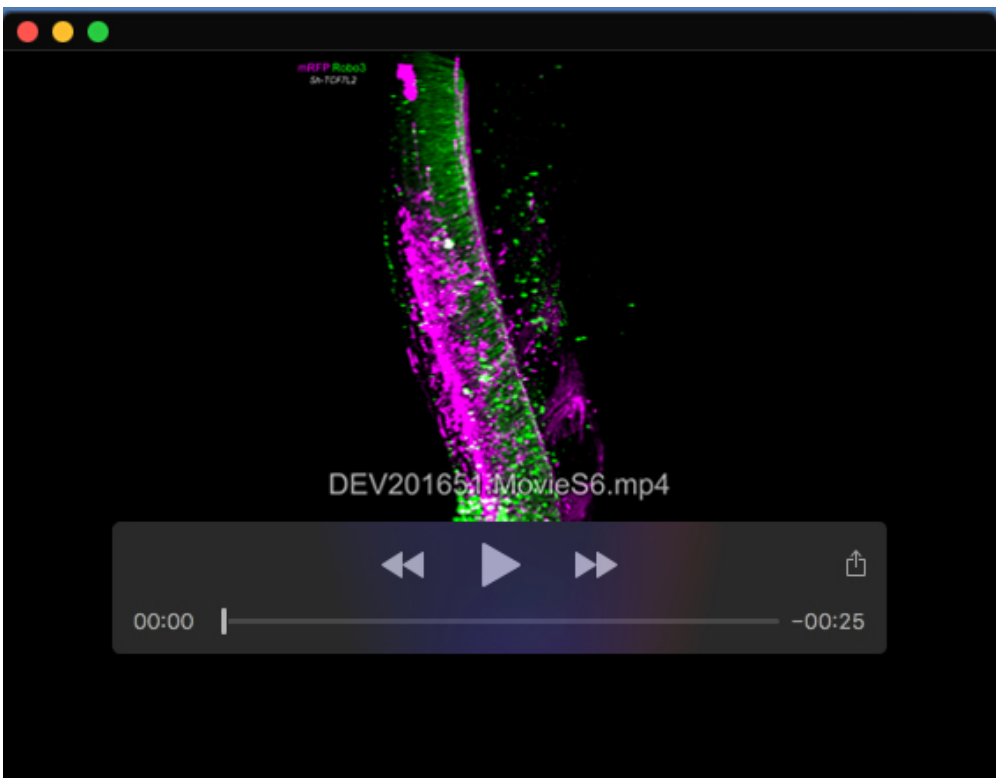

Movie 6. 360° view of 3D reconstruction of volume imaging performed through light sheet fluorescence microscopy at 9.6x of cleared E3 chick embryos electroporated for 24 h (E3 + 24 hpe) with pCS2-mRFP plus pSHIN-ShTCF7L2 that were whole-mount immuno labeled with anti RFP (magenta) and anti Robo3 (green) antibodies. The RFP channel is shown alone in grey scale after the magenta/green sequence. The image shows 1° steps of a 360° rotation with the axis placed in the cranial-caudal direction. 3D reconstruction was generated with ImageJ/Fiji.

How the deposited data were processed for this re-analysis (not part of the article)

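GFP+ cells were sorted from dissociated chick neural tubes at embryonic day 4, 24 h after electroporation with Tubb3::CAG:control or Tubb3::CAG:TcfEnR. There were 3 arrays per group, each from a separate pool of 20 to 25 neural tubes. RNA was amplified and hybridized to Affymetrix GeneChip Chicken Genome Arrays. The authors made the log2 values by RMA before they deposited them, with background correction, quantile normalization and summary of the probes of each probe set. The version of the software that ran RMA was not stated in the text or the series description. The range, the matching medians and the spread of the values were checked and fit log2 RMA signals, and no further transformation or normalization was applied. All 6 columns of values were used. The probe-level files were not part of the data, so that background correction and normalization were not repeated from the start. No array was an exact copy of another.

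Probe sets were joined to gene symbols by the annotation table of the array. The 96 Affymetrix control probe sets were left out of the tests. Probe sets with several symbols or with none counted as probe sets but not as genes, and among them 246 were lower and 218 higher past the 4-fold threshold. Each gene was represented by its single-symbol probe set with the highest mean over all arrays, a choice that does not use the groups. Gene lengths were available for 12848 of the 13009 genes. ROBO3, DCC, TCF7 and GSK3B had no probe set with a single symbol and were not measured.

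Differences were taken as TcfEnR minus control with limma 3.58.1 in R 4.3.3, by a linear model per probe set with empirical Bayes moderation, and p-values were adjusted by Benjamini-Hochberg over the 38439 tested probe sets. A gene or probe set was said to rise or fall at an adjusted p of 0.05, and to pass the 4-fold threshold when its log2 fold change was also at least 2 in size. Errors given as SE are the moderated standard errors of the log2 fold change. The replicate numbers of the groups shared only a number, so that the samples were treated as unpaired.

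The 29 gene lists covered guidance pathways (Slit/Robo, netrin, semaphorin, ephrin), adhesion (cadherins and catenins, integrins, immunoglobulin superfamily), Wnt ligands and receptors, canonical Wnt targets, Tcf/Lef factors and partners, neurotransmitter receptors, synaptic release, microtubules and neurofilaments, pan-neuronal markers, neurogenic transition, neural progenitors, cell cycle, dorsal and ventral interneurons, motor neurons, neural crest, floor plate, roof plate, mesenchyme, endothelium, blood, stress, cytosolic ribosomal proteins and oxidative phosphorylation. They were drawn up by hand from general knowledge and share members. Each list was compared with all other genes by camera with a preset correlation between genes of 0.01, and again with the correlation estimated from the data. The larger p-values with an estimate do not by themselves show that genes move together. Slit/Robo guidance and the neurogenic transition, with estimates of 0.00512 and −0.00528, below the preset value, lost their calls too. It was also tested by fry, which asks whether the genes of a list move one way on balance and makes no comparison with other genes. The p-values were adjusted over the lists. Calls past the 4-fold threshold were counted in each list with Fisher's exact test against the genes whose control mean lay at least 2 log2 units above the 5th percentile of the signal, 3.325, since dimmer genes had little room to fall 4-fold on this scale. This background was not matched further on control level or on gene length, and the test counts genes as independent. Pathway scores of PANTHER and Enrichr were not recomputed, because neither resource was available.

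Genes named individually were those that the paper names for this experiment, the 10 with the deepest falls and the 10 with the largest rises past the 4-fold threshold without overlap between groups, and up to 4 members of each list with the largest changes, which came to 147 genes. A few others are named where the text says that their values had been seen. Differences between groups in RNA quality controls were tested with an exact permutation test, two-sided.

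The tests were tried on simulated data with the means and spreads of these arrays. Of 38439 simulated probe sets in the comparison of TcfEnR with control, 200 were changed. Of 120 changed by more than 4-fold, 117 were recovered, and of 80 changed 2-fold, 41 were recovered, with 3 false calls among 38239 unchanged probe sets, 1 of them past the 4-fold threshold. Far more probe sets passed in the real data, 10089 lower and 10186 higher. The adjustment was therefore stricter in the simulation, and these numbers do not carry over to the real comparison. Among 20 simulated sets of 30 genes out of 13009, all 5 that were shifted by −0.7 were recovered, with 0 false calls (camera), and 5 with an estimated correlation. Simulated probe sets varied independently and the sets were drawn at random. The simulation therefore does not cover lists whose genes move together, and the estimated correlation of the real lists reached 0.657.

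Alternatives tried were a t-test per probe set, a variance trend with robust moderation, the replicate number as a block, repeated quantile normalization and median centring. Further ones were dim probe sets left out, a lower fold threshold, the mean of all probe sets or any probe set of a gene, and each array left out in turn. The list tests were also run with the estimated correlation, with fry, and with all genes as the background of Fisher's test. Dim probe sets were those whose mean over all 6 arrays did not exceed the median of such means. As TcfEnR arrays enter this mean, that setting can drop a gene because it fell. The lists without the genes labeled in Fig. 3B′, by camera and by Fisher's exact test, were added after the data were seen. Confidence intervals of medians came from 10000 bootstrap samples of the genes.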

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

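The tests on genes of neurons, progenitors and the cell cycle were chosen after the result was seen, and so was the use of the progenitor median against a loss of neurons. The requirement that the interval of a list exclude the median of its matched lists was also added then. The comparisons with matched lists for guidance and adhesion genes and the regrouping of the arrays were set earlier.

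The genes with the largest rises in Tubb3::CAG:TcfEnR cells are outside those that the paper discusses. Their log2 fold changes were 5.2133 for HSPB9, 4.6037 for SELENBP1, 4.3822 for LOC395991, 4.2201 for the heparan sulfate sulfotransferase gene HS3ST2, 4.119 for the lectin gene COLEC11, 4.1146 for HSPA2, 4.0738 for the mucin gene MUC4L, 3.9591 for MAS1, 3.9179 for the intestinal enzyme gene MGAM and 3.8409 for LOC770996. They were chosen for having no overlap between groups. MAS1 was at 3.54 in control arrays, near the bottom of the signal range, so that the exact size of its rise is uncertain. No explanation of these rises was tested.

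Genes of guidance and adhesion, here taken with Wnt ligands, receptors and modulators, were lower than other genes. Their median log2 fold change was −0.421 over 261 genes (95% bootstrap interval −0.683 to −0.285). They include the 12 genes labeled in Fig. 3B′, and not every list fell, as the immunoglobulin superfamily list had a median of 0.12. Lists matched on the control level had a median of −0.209 and a 5th percentile of −0.292, which argues against a compression of bright signals as the whole of it. Gene length cannot be told apart from the pathways, because lists matched on length had a 5th percentile of −0.399 and their median of −0.299 lay inside the interval of the guidance and adhesion genes. For a loss of neurons from the sorted cells, the bound set in advance, a smaller fall of pan-neuronal markers, was not met, since their median was −1.34 relative to the guidance and adhesion genes (interval −2.53 to −0.825), and blood markers rose. A loss of neurons alone would nevertheless raise progenitor markers, whose median was −1.53 (interval −1.92 to −0.992), and a replacement by blood cells and an effect of TcfEnR on these genes both stay open.

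Genes of neurons, of progenitors and of the cell cycle fell together, with a median log2 fold change of −1.68 over 109 genes (95% bootstrap interval −1.93 to −1.5). Lists matched on the control level had a 5th percentile of −0.483, which argues against a compression of bright signals as the whole of it. If all other cell types filled a lower share of neural cells evenly, their markers would be expected to rise alike. The median of blood markers minus that of mesenchyme markers was instead 1 (interval 0.53 to 1.36), with endothelium at 0.167. A gain of blood cells alone would also set these lists apart, so that this comparison does not decide on a lower share of neural cells. Among the brighter members alone, the medians were 0.983 over 11 blood and 0.137 over 21 mesenchyme genes (interval of the difference 0.425 to 1.93). More blood cells in the TcfEnR pools and an effect of TcfEnR itself stay open. Sorting for GFP was meant to remove cells without it, but globin signal lay far above the array medians in control arrays too. The globin genes were mixed. HBE was at 12.14, 12.98 and 11.05 against 10.88, 9.93 and 10.04 in control arrays. By contrast, HBAD and HBZ, named after their values were seen, lay below every control array in TcfEnR replicate 3 by their brightest probe sets (7.38 against 8.96 or more, and 8.04 against 9.37 or more), though not by a dim HBAD probe set (6.32). The median of pan-neuronal markers was as low in TcfEnR replicate 3 (−1.84) as in the other TcfEnR arrays (−1.79 and −1.85).

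The array also carries 57 probe sets for reporter genes, to which its annotation gives no gene symbol. Their target sequences were not looked up, so that none was assigned to GFP or to a vector, although some may detect them. Of these, 23 were higher in TcfEnR arrays, 0 were lower and 34 did not pass (limma). Most were dim, with a median control level of 4.31 and a median log2 fold change of 0.364, and dim genes rose more often than they fell, since the dimmest 5th of genes by control level had a median of 0.372, with 1199 higher and 165 lower. The one with the highest signal in TcfEnR arrays rose from 12.06 ± 0.38 (SD, n = 3) to 13.87 ± 0.07 (SD, n = 3) (log2 fold change 1.81, SE 0.19, adjusted p = 9.41e-05 from limma), singled out after its value was seen. What these differences say about the sorted cells was not tested.

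The real grouping of the arrays gave 1702 probe sets past the 4-fold threshold, and the highest of the other groupings gave 0. The arrays allow 10 groupings, of which 1 reached the real value, too few for a share under 0.05. Each of the other groupings mixes TcfEnR and control arrays. Any strong difference between the groups, whatever its cause, would leave few calls there, so that the 0 adds no evidence.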

How the results depend on the processing

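The lists without the genes labeled in Fig. 3B′ and the count of Frizzled genes were tested only after the result was seen. Of 1737 values of the 147 named genes under the alternatives, 1693 kept their direction and side of the threshold, 36 no longer passed, 1 newly passed and 7 changed sign. Of 412 list values, 356 kept both, 35 no longer passed, 15 newly passed and 6 changed sign. Counts stayed within 1.5 times in 66 of 73 values, and 61.9% to 68.7% of probe sets past the 4-fold threshold were lower (58.9% at a log2 fold change of 1). With dim probe sets left out, 731 probe sets were lower and 351 higher, and 11456 changed at any fold, as fewer were tested. At a log2 fold change of 1, 4325 probe sets and 1745 genes were lower, and 3023 and 1073 higher. With the replicate block, 1136 and 566 probe sets passed the 4-fold threshold and 9669 and 9446 any fold, and the calls of ABL1 (adjusted p = 0.0555) and SLIT1 (adjusted p = 0.0722) ended, and no other named gene's. The residual correlations of arrays with the same number were −0.042, 0.016 and −0.055.

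With an estimated correlation between genes, camera gave an adjusted p of 0.446 for Slit/Robo, 0.4561 for netrin, 0.6018 for semaphorin and 0.451 for cadherins, and 0 of the other lists passed (16 of all 29 with the preset correlation, 23 with fry). With dim probe sets left out, it gave 0.1697 for netrin, 0.5986 for semaphorin and 0.08456 for cadherins. That setting can drop genes that were dim only in TcfEnR arrays, because they fell, which holds for every list value given for it. The mean of all probe sets gave 0.06847 for semaphorin. With single arrays left out, netrin ranged from 0.01993 to 0.07306 and semaphorin from 0.01158 to 0.07306. Without the genes labeled in Fig. 3B′, adjusted p was 0.07111 for netrin, 0.05667 for semaphorin and 0.06479 for cadherins. Integrins passed with fry (0.002519), and so did Wnt ligands and receptors with fry (0.002519) and with repeated quantile normalization (0.04985). That step moved the median of all genes from −0.0917 to 0.0262. In Fisher's exact test (unadjusted, one-sided), Slit/Robo, at 0.00386, gave 0.226 and Wnt gave 0.1167 without the genes labeled in Fig. 3B′, semaphorin gave 0.261 with dim probe sets left out, netrin gave 0.04858 against all genes and 0.01344 to 0.591 with single arrays left out, and Wnt, at 0.0481, gave 0.5069 with repeated quantile normalization, 0.06282 with the mean of all probe sets and 0.04077 to 0.316 with single arrays left out. The cause of these changes was not tested.

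The direction turned for ephrins (0.2983) and neural crest (0.3749) with dim probe sets left out, for immunoglobulin superfamily adhesion with fry (0.6195), for neurotransmitter receptors with repeated quantile normalization (0.6876) and without control replicate 3 (0.8591, within 0.2737 to 0.8591 with single arrays left out), and for mesenchyme without control replicate 3 (0.4459, within 0.04922 to 0.644), none of them past the threshold. With repeated quantile normalization, log2 fold changes turned for AXIN1 (0.09339), CTNNB1 (0.08003), LEF1 (0.1148) and VEGFA (0.1611), and with the mean of all probe sets for AXIN1 (0.005664) and FZD8 (−0.2159). LEF1 ranged from −0.2744 to 0.108 with single arrays left out, turning without control replicate 2. None of these 5 genes passed. The difference between groups in the 3′ to 5′ measure, 0.035 on average, moved to 0.1314 with actin alone. It was −0.017 with EF1α alone and −0.008 with GAPDH alone. Dim genes had little room to fall, as 5% of signals lay below 3.325.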

Differences from the paper's values

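In the volcano plot, the smallest adjusted p-value has a −log10 of about 2.6 in Fig. 3B, read by eye. It was 5.798 here with limma, and 2.636 with a t-test per probe set and Benjamini-Hochberg adjustment, an alternative set before the data were examined. That was the only alternative for which this value was computed. The legend of Fig. 3 names multiple t-tests, but does not say that they were applied to the arrays.

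The paper counts 567 downregulated and 302 upregulated genes, against 450 and 202 here, each within 1.5 times of the paper's. With any probe set of a gene, 564 and 257 passed. The count of genes that rose was more than 1.5 times below the paper's with the t-test unadjusted (201) and adjusted (199), without TcfEnR replicate 2 (197) and without TcfEnR replicate 3 (196). Both counts were more than 1.5 times below the paper's with dim probe sets left out (348 and 143) and with the mean of all probe sets (343 and 162), and above it by more than that at a log2 fold change of 1 (1745 and 1073).

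The legend of Fig. 3 speaks of 11 selected genes, while Fig. 3B′ labels 12, of which 10 passed the 4-fold threshold here by their brightest probe set and all 12 by any probe set. SRGAP1 and FZD3 missed it with their brightest.

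The paper ranks the Slit/Robo pathway highest by PANTHER and the cadherin pathway next. Among the 29 lists used here, which are not PANTHER's, Slit/Robo guidance ranked 6 by camera and 13 by Fisher's exact test, and cadherins and catenins ranked 12 and 5. The 29 lists also cover cell types and RNA quality, so that these ranks are not comparable with the paper's. Of the pathways that the paper names, camera placed Slit/Robo highest and cadherins next, before netrin (14), semaphorin (16), Wnt (20) and integrins (21). Fisher's exact test placed cadherins highest, before semaphorin (11), Slit/Robo (13), Wnt (18), netrin (19) and integrins (20).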

Other observations

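Genes of the axonal cytoskeleton fell further than most in Tubb3::CAG:TcfEnR cells. Of 34 genes of microtubules and neurofilaments, 26 fell and none rose, also when adjusted over the list alone, 9 of them past the 4-fold threshold, with a median log2 fold change of −1.05 (camera, adjusted p = 1.13e-05; adjusted p = 0.456 with an estimated correlation). NEFM, a neurofilament gene, fell by 3.49 (SE 0.22). Of 24 genes of the neurogenic transition, 13 fell and 3 rose, also when adjusted over the list alone, with a median of −1.01 (camera, adjusted p = 0.0329; adjusted p = 0.446 with an estimated correlation; 0.0791 with dim probe sets left out; range over the camera alternatives 0.0172 to 0.446). The log2 fold change was −3.42 (SE 0.19) for HES6, which promotes neuronal differentiation, −3.08 (SE 0.21) for SOX11, −2.60 (SE 0.21) for the inhibitor ID4 and −1.37 (SE 0.25) for the proneural gene NEUROG1. FOXM1, a transcription factor of the cell cycle, fell by 2.05 (SE 0.22, adjusted p = 9.21e-05 from limma).

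Ephrin genes split into a few deep falls and smaller changes both ways. Of 15 genes, 7 fell and 5 rose, also when adjusted over the list alone, and 5 fell past the 4-fold threshold (Fisher's exact test, one-sided, adjusted p = 0.000533), with a median of −0.15 (−0.25 with repeated quantile normalization) and a mean of −0.84 (camera, adjusted p = 0.367; adjusted p = 0.609 with an estimated correlation; 0.0016 with fry; range over the camera alternatives 0.211 to 0.609). EFNA5 and EPHA4 had log2 fold changes of −3.73 (SE 0.24) and −2.70 (SE 0.23), and EPHB3 one of 1.40 (SE 0.17). In synaptic release, 13 of 24 genes fell and 3 rose (14 and 3 when adjusted over the list alone), with a median of −0.88 (camera, adjusted p = 0.11; adjusted p = 0.712 with an estimated correlation). The list passed without control replicate 3 (0.00373), with repeated quantile normalization (0.0441) and with the mean of all probe sets (0.0296), within a range of 0.00373 to 0.712. Its member SYT4 was at −3.26 (SE 0.43), a size left uncertain by its TcfEnR mean of 3.38, near the bottom of the signal range. Of 43 neurotransmitter receptor genes, 16 fell and 8 rose, also when adjusted over the list alone, from GRIA2 at −2.73 (SE 0.35) to the kainate receptor gene GRIK3 at 3.68 (SE 0.28). Their median was −0.07 and their mean −0.01, whereas the test leaned to a rise (camera, adjusted p = 0.651; adjusted p = 0.872 with an estimated correlation). Of 35 immunoglobulin superfamily genes, 10 fell and 13 rose (10 and 14 when adjusted over the list alone), from ALCAM at −4.39 (SE 0.26) to DSCAML1 at 3.51 (SE 0.17), with a median of 0.12 and a mean of −0.11, which moved to 0.07 and 0.03 with repeated quantile normalization (camera, leaning to a rise, adjusted p = 0.549; adjusted p = 0.872 with an estimated correlation).

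Genes of the roof plate and of the floor plate did not all move together. Of 11 roof plate genes, 8 fell and 1 rose, also when adjusted over the list alone, with a median of −1.80 (camera, adjusted p = 0.00516; adjusted p = 0.446 with an estimated correlation), and BMP5 fell by 3.21 (SE 0.17), while RSPO1 rose by 1.61 (SE 0.20) and WNT1 did not pass (adjusted p = 0.641 from limma). Of 10 floor plate genes, 6 fell and 1 rose, also when adjusted over the list alone, with a median of −1.12 (camera, adjusted p = 0.046; adjusted p = 0.46 with an estimated correlation), a call that ended with dim probe sets left out (0.0764), without control replicate 2 (0.0518) and without TcfEnR replicate 3 (0.062), and without ALCAM, its gene picked by the study (0.113), within a range over the camera alternatives of 0.0179 to 0.46. FOXA2 and FOXA1, transcription factor genes of the floor plate, did not pass (adjusted p = 0.597 and 0.171 from limma). RSPO1, WNT1, FOXA2 and FOXA1 were named after their values were seen. Of 18 dorsal interneuron genes, 8 fell and 3 rose, with a median of −0.57 (camera, adjusted p = 0.367; adjusted p = 0.602 with an estimated correlation). Of 18 ventral interneuron genes, 8 fell and 2 rose, with a median of −0.17, or −0.26 with repeated quantile normalization (camera, adjusted p = 0.408; adjusted p = 0.751 with an estimated correlation). Of 21 neural crest genes, 10 fell and 6 rose, with a median of −0.17 (camera, adjusted p = 0.367; adjusted p = 0.602 with an estimated correlation), and TFAP2B fell by 4.21 (SE 0.23). The counts of the last 3 lists were the same when adjusted over each list alone. With fry, adjusted p was 0.00254 for dorsal interneurons (range over the camera alternatives 0.117 to 0.728), 0.0178 for ventral interneurons (0.178 to 0.751) and 0.0016 for neural crest (0.194 to 0.602).

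Of 62 cytosolic ribosomal protein genes, 2 fell and none rose (0 and 0 when adjusted over the list alone), with a median of −0.12, or −0.02 with repeated quantile normalization (camera, adjusted p = 0.318; adjusted p = 0.872 with an estimated correlation). Of 53 genes of oxidative phosphorylation, 24 fell and 2 rose, also when adjusted over the list alone, with a median of −0.34 (camera, adjusted p = 0.0102; adjusted p = 0.593 with an estimated correlation), a call that ended with repeated quantile normalization (0.188, median −0.11), with dim probe sets left out (0.0654) and with the mean of all probe sets (0.0518), within a range of 0.00286 to 0.593. Across genes, which are not independent replicates, Spearman's correlation of the log2 fold change was −0.24 with gene length and −0.47 with the control level. Falls past the 4-fold threshold made up 1.84%, 1.53%, 2.37% and 8.09% of genes in 4 groups of equal size, from the shortest to the longest. Of the markers in the lists, 14 of 25 pan-neuronal, 11 of 33 progenitor, 1 of 51 cell cycle, 1 of 15 blood, 11 of 34 microtubule and neurofilament, 5 of 19 motor neuron, 8 of 18 dorsal and 8 of 18 ventral interneuron, 5 of 21 neural crest, 7 of 11 roof plate, 3 of 10 floor plate, 7 of 27 Slit/Robo and 9 of 24 netrin genes also belonged to another list.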
